# HuR promotes castration-resistant prostate cancer progression by altering ERK5 activation via posttranscriptional regulation of BCAT1

**DOI:** 10.1186/s12967-024-04970-w

**Published:** 2024-02-18

**Authors:** Hang You, Guojing Song, Zhizhen Xu, Saipeng Chen, Wenhao Shen, Heting Liu, Bingqian Deng, Jun Li, Gang Huang

**Keywords:** Human antigen R, Branched-chain amino transferase 1, Castration-resistant prostate cancer, ERK5, KH-3

## Abstract

**Background:**

Castration-resistant prostate cancer (CRPC) is refractory to hormone treatment, and the underlying mechanism has not been fully elucidated. This study aimed to clarify the role and mechanism of Human antigen R (HuR) as a therapeutic target for CRPC progression.

**Methods:**

HuR was knocked out by Cas9 or inhibited by the HuR-specific inhibitor KH-3 in CRPC cell lines and in a mouse xenograft model. The effects of HuR inhibition on tumour cell behaviors and signal transduction were examined by proliferation, transwell, and tumour xenograft assays. Posttranscriptional regulation of BCAT1 by HuR was determined by half-life and RIP assays.

**Results:**

HuR knockout attenuated the proliferation, migration, and invasion of PC3 and DU145 cells in vitro and inhibited tumour progression in vivo. Moreover, BCAT1 was a direct target gene of HuR and mediated the oncogenic effect of HuR on CRPC. Mechanistically, HuR directly interacted with *BCAT1* mRNA and upregulated BCAT1 expression by increasing the stability and translation of BCAT1, which activated ERK5 signalling. Additionally, the HuR-specific inhibitor KH-3 attenuated CRPC progression by disrupting the HuR-BCAT1 interaction.

**Conclusions:**

We confirmed that the HuR/BCAT1 axis plays a crucial role in CRPC progression and suggest that inhibiting the HuR/BCAT1 axis is a promising therapeutic approach for suppressing CRPC progression.

**Graphical Abstract:**

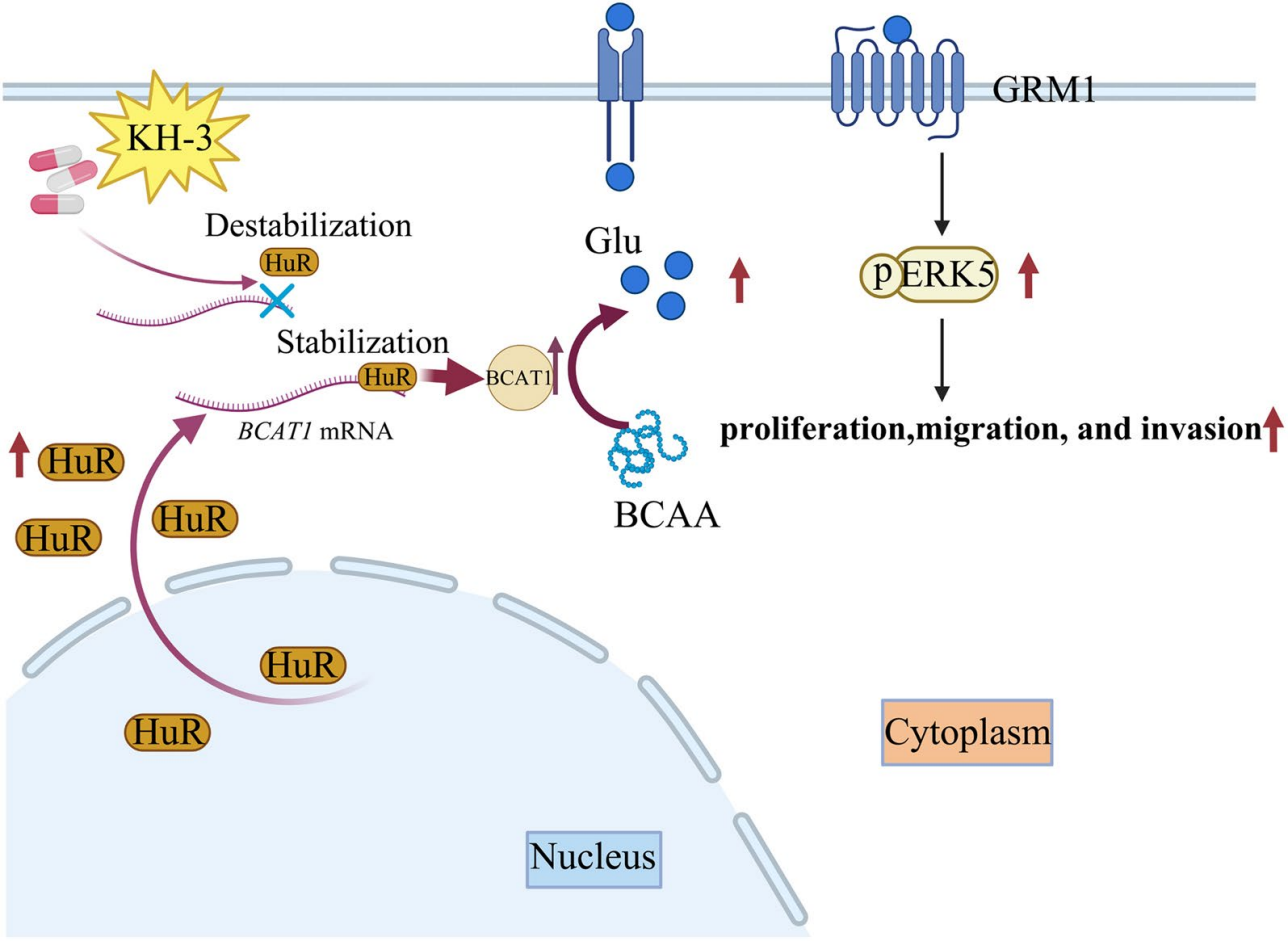

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12967-024-04970-w.

## Introduction

Prostate cancer (PCa) is the second most common cancer in men worldwide [1]. Castration-resistant prostate cancer (CRPC) is the late stage of prostate cancer and is insensitive to androgen deprivation therapy (ADT). The survival of patients who progress to CRPC is dramatically decreased [2]. Although novel hormone therapy pharmaceuticals such as abiraterone, enzalutamide, and the poly (ADP-ribose) polymerase inhibitor olaparib improve the prognosis of CRPC, tumours inevitably develop resistance to these treatments [3–5]. Therefore, the identification of novel targets and therapeutics for CRPC patients is urgently needed for the management of CRPC.

In addition to the effects of classic hormones, evidence from genetic, bioinformatics and molecular biological studies suggests that abnormalities in amino acid metabolism play crucial roles at various stages of prostatic carcinogenesis and tumour progression [6–8]. Abnormal amino acid metabolism can promote the development of CRPC [9]. Targeting the amino acid metabolism network in tumour cells inhibits prostate cancer cell growth and increases chemosensitivity [10]. Consequently, an attractive strategy to prevent CRPC progression would be to regulate amino acid metabolism in tumour cells.

Human antigen R (HuR), which is an RNA-binding protein, is a human embryonic lethal abnormal vision-like protein bearing three RNA recognition motifs [11–13]. HuR is known to promote carcinogenesis and treatment resistance in the different cancers, such as breast cancer, colon cancer and glioma, by interacting with a subset of mRNAs related to hormone receptors, inflammation and proliferation [14] because HuR post transcriptionally regulates proliferation, apoptosis, senescence, inflammation and immunity by binding and stabilizing the target gene mRNA [15]. However, HuR was also reported to be upregulated and could play a role in abnormal amino acid metabolism [16]. Considering that cytoplasmic HuR expression is higher in more aggressive CRPC than in hormone-sensitive prostate cancer (HSPC) [17] and that the inhibitor KH-3, which blocks the HuR-mRNA interaction, can significantly mitigate the progression of breast and pancreatic cancer [18, 19], we hypothesized that HuR plays a role in CRPC progression by regulating amino acid metabolism. However, the target of HuR in CRPC progression and the specific molecular mechanism are unknown, and whether inhibiting HuR can alleviate CRPC remains unclear.

In this study, we demonstrated for the first time that branched chain amino-acid transaminase 1 (BCAT1) is a novel target gene of HuR and mediated the effect of HuR on the promotion of CRPC progression. A mechanistic investigation revealed that HuR positively regulated the expression of BCAT1 at the posttranscriptional level. Upregulation of BCAT1 promoted CRPC progression by activating glutamate metabotropic receptor 1 (GRM1)/ERK5 signalling. We also showed that the HuR inhibitor KH-3 effectively suppressed the progression of CRPC by disrupting the interaction between HuR and *BCAT1* mRNA. Our results indicate that the HuR/BCAT1 axis is a promising novel therapeutic target for the treatment of CRPC.

## Materials and methods

### Clinical tissue acquisition

Human hormone-sensitive prostate cancer tissues and CRPC tissues were obtained from prostate biopsies of patients who were treated at Chongqing University Cancer Hospital. Histopathological diagnosis was performed according to the International Society of Urological Pathology criteria and confirmed by an independent pathologist. This study was approved by the Ethics Committee of Chongqing University Cancer Hospital. Written informed consent was obtained from each patient.

### Bioinformatics analysis

*HuR* and *BCAT1* mRNA expression data were extracted from the Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo) dataset GSE74367 and used for differential expression analysis. UALCAN (https://ualcan.path.uab.edu/analysis.html) was used to analyse the relationship between HuR expression and the Gleason scores of PCa cases. The expression correlation of HuR and BCAT1 was analysed with Spearman in TCGA (T3bN0, n = 26).

### Cell culture and reagents

The human CRPC cell lines PC3 and DU145, the human HSPC cell line LNCaP, and the human normal prostatic epithelial cell line RWPE-1 were purchased from the American Type Culture Collection (ATCC, USA) and were tested for the absence of mycoplasma contamination. The cells were maintained in RPMI-1640 medium (Gibco, USA) supplemented with 10% foetal bovine serum (Gibco, USA) and antibiotics (100 IU/mL penicillin G). RWPE-1 cells were cultured in keratinocyte growth medium supplemented with human recombinant epidermal growth factor (5 ng/mL) and bovine pituitary extract (0.05 mg/mL) (ScienCell, USA). The cells were cultured at 37 °C in 5% CO_2_. The GRM1 inhibitor JNJ16259685, L-glutamic acid, and actinomycin D were purchased from MedChemExpress (MCE, USA). The HuR inhibitor KH-3 was a kind gift from Prof. Liang Xu [20].

### Construction of stable knockout and overexpression cells

HuR was knocked out in PC3 and DU145 cells by the CRISPR-Cas9 technique. The lentiCRISPRV2 vector was purchased from AddGene, and the control single guide RNA (sgRNA) and HuR sgRNA were cloned and inserted into the vector as previously described [21, 22]. A detailed description is provided in the online supplementary materials and methods.

### RNA sequencing and data analysis

The RNA-Seq dataset contained four groups and compared PC3-sgControl with PC3-KO1 cells and DU145-sgControl with DU145-KO4 cells. RNA-seq was performed on the Illumina HiSeq 2500 platform. Other analyses, including volcano mapping and Gene Ontology (GO) enrichment analysis, were performed using the OmicShare tool, which is a free online platform for data analysis (https://www.omicshare.com/tools). The sequencing data were uploaded to the Gene Expression Omnibus.

### RNA interference

The small interfering RNAs (siRNAs) si-BCAT1-1 (sense: 5′-GAACUGUGUUCACGGAUCATT-3′, antisense: 5′-UGAUCCGUGAACACAGUUCTT-3′) and si-BCAT1-2 (sense: 5′-GAGUCAAGAAGCCUACCAATT-3′, antisense: 5′- UAAGUCCGGAGGAUCUUUCTT-3′) and negative control RNAs (si-NC, sense: 5′-GGCUCUAGAAAAGCCUAUGCTT-3′, antisense: 5′- GCAUAGGCUUUUCUAGAGCCTT-3′) were synthesized by GenePharma Company (China). Transient transfection was performed using Lipofectamine 3000 reagent (Invitrogen, USA) according to the manufacturer’s protocol. The cells were harvested after 24 h for functional analysis.

### Proliferation assay

Cells were seeded at 5 × 10^3^ cells/well in 96-well plates with three duplications and incubated in RPMI-1640 medium with indicated regents for 0, 24, 48 and 72 h. Following incubation with 10 μL of CCK-8 solution for 4 h, the absorbance of each well was measured at OD 450 nm. Cells without gene modification or incubated with vehicle were served as control. In addition, the proliferation of PC3 and DU145 with indicated treatment was measured by a CCK-8 Kit (Beyotime, China).

### Colony formation assay

Cells were seeded on 6-well plates at 500 cells/well in triplicate. After being incubated in complete RPMI-1640 medium supplemented with the indicated reagents for 14 days, the cells were washed with phosphate-buffered saline (PBS) twice, fixed with 4% paraformaldehyde (Biosharp, China) for 10 min and stained with 0.1% crystal violet solution (Solarbio, China) within 10 min for further analysis. Colonies were counted by an independent investigator who was blinded to the experimental design. Cells without gene modification or those that were incubated with the vehicle served as controls.

### Migration and invasion assays

The migration and invasion of PC3 and DU145 cells were analysed using Transwell chambers or Matrigel-coated invasion chambers containing 8 μm pore filters (Corning, USA), respectively. Briefly, cells were seeded at a density of 1 × 10^5^ cells/well in the upper chamber of 24-well plates with or without Matrigel coating. RPMI-1640 medium with vehicle (DMSO), GRM1 inhibitor JNJ16259685 (80 μM) or KH-3 (10 μM) was placed in the upper chamber. Complete medium was placed in the lower chamber as a chemotactic agent. Transwell or invasion assay systems were then incubated at 37 °C with 5% CO_2_ for 24 h. The migration or invasion cells were fixed with 4% paraformaldehyde and stained with crystal violet solution. Non-invasive cells were removed from the upper surface of the membrane by cotton swabs. Cells without gene modification or incubated in medium with vehicle were served as control.

### RNA immunoprecipitation (RIP) assay

The RIP assay was performed with a Magna RIP Kit (Millipore, USA) according to the manufacturer’s instructions. PC3 and DU145 cells were washed with ice-cold PBS and collected by centrifugation into complete RIP lysis buffer on ice for 5 min and followed by immediate freezing at − 80 °C. The protein A/G magnetic beads pre-coated with 4 μg anti-HuR antibodies or mouse IgG (Santa Cruz, USA) were incubated with cell lysates at 4 °C overnight. Beads containing immunoprecipitated RNA–protein complex were then washed three times with cell lysis buffer. Subsequently, co-immunoprecipitated RNA was detected by qRT-PCR analysis.

### Cellular thermal shift assay (CETSA)

CETSA is used to measure the intracellular binding efficiency of a drug to a target protein [23]. PC3 cells were incubated with or without KH-3 (10 μM) for 1 h, after which the cells were collected and suspended in PBS supplemented with a complete protease inhibitor cocktail. The cells were equally divided into 12 tubes (50 μL/tube), and each tube was heated for 3 min at the indicated temperature using a PCR thermocycler followed by cooling at 25 °C for 3 min. Subsequently, the cell suspensions were freeze‒thawed three times with liquid nitrogen and centrifuged at 20,000 ×*g* for 20 min at 4 °C. The soluble fractions were then subjected to western blotting, and the band intensities were measured and normalized to that of β-tubulin.

### Glutamate assay

A total of 2 × 10^6^ vector- and BCAT1-overexpressing PC3 and DU145 cells were harvested and washed in cold PBS. Glutamate concentrations were then measured by a glutamate assay kit (Abcam, US) according to the manufacturer’s instructions. The absorbance of each well was measured at OD = 450 nm. The glutamate concentration of each sample was calculated according to the standard curve.

### Quantitative reverse transcription-PCR (qRT‒PCR) and RNA stability analysis

Total RNA was isolated with TRIzol™ reagent (Invitrogen, USA), and cDNA was synthesized with an iScript cDNA Synthesis Kit (Bio-Rad, USA). RNA expression was analysed by qRT-PCR using iQ SYBR Green Supermix (Bio-Rad, USA). Relative expression was calculated by normalization to GAPDH values via the 2^−△△Ct^ method. The primer sequences are listed in Additional file 1: Table S1. To assess the stability of *BCAT1* mRNA, cells were treated with actinomycin D (5 μg/mL) for the indicated times. RNA was subsequently extracted as described above, and the remaining transcript abundance was determined by qRT-PCR.

### Western blotting

After total protein was extracted by RIPA lysis buffer supplemented with a protease inhibitor cocktail (Roche, USA), the concentration was measured using a BCA Kit (Beyotime, China), and western blotting was performed as previously described [24]. The antibodies used in this study are listed in Additional file 1: Table S2. A detailed description is provided in the online supplementary materials and methods.

### Generation of fluorescently labelled PC3 cells

PC3 cells with or without HuR knockout or BCAT1 overexpression were labelled to determine the expression of firefly luciferase genes using recombinant LentiV-Luci viruses. A detailed description is provided in the supplementary materials and methods online.

### Animal experiments

For a detailed description of the tumour xenografts, tumour imaging, and bone destruction evaluation, please see the online supplementary materials and methods.

### Immunohistochemical staining

Immunohistochemical staining was performed on PCa specimens and mouse tumour xenograft tissues using the avidin–biotin peroxidase complex method. A detailed description is provided in the online supplementary materials and methods.

### Statistical analysis

The data are presented as the mean ± standard error of the mean (SEM). After determining the homogeneity of variance with the Bartlett test, a t test or one-way analysis of variance followed by the Student–Newman–Keuls test was used to evaluate statistical significance among multiple groups. Values of *p* < 0.05 were considered to indicate statistical significance. The experiments were performed in triplicate. The exact sample sizes and number of replicates are stated in the figure legends.

## Results

### HuR deficiency attenuates the malignant progression of CRPC in vitro and in vivo

To examine the role of HuR in CRPC progression, we first performed differential expression analysis of the GSE74367 dataset to investigate the association between HuR expression and PCa progression. As shown in Fig. 1A, the mRNA expression of *HuR* was significantly upregulated in CRPC compared with localized prostate cancer (LPC). Immunohistochemical staining showed that HuR expression was significantly upregulated in CRPC tissues compared to HSPC tissues (Fig. 1B). Subsequently, a panel of PCa cell lines and the human normal prostatic epithelial cell line RWPE-1 were used to investigate the basal expression of HuR. The results showed that the mRNA and protein expression levels of HuR in CRPC cells (PC3 and DU145) were significantly higher than those in HSPC cells (LNCap) and normal prostatic epithelial cells (Fig. 1C and D). Data from the TCGA database also revealed that the expression level of HuR was positively correlated with the Gleason score of PCa (Additional file 1: Fig. S1). These results indicate that an increase in HuR is positively correlated with the malignant phenotype of PCa and may participate in prostate cancer progression.

**Fig. 1:**
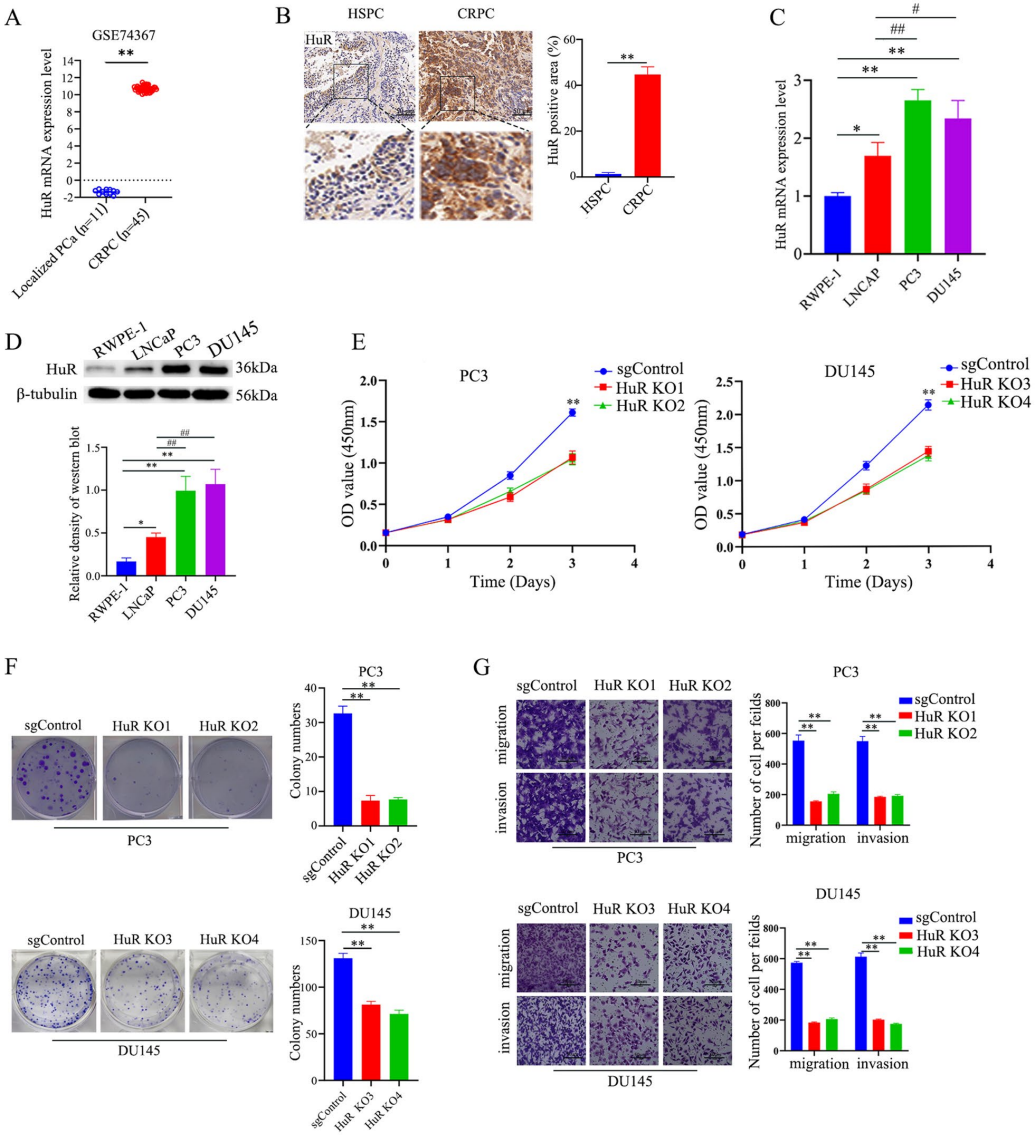
HuR deficiency attenuates the malignant progression of CRPC cells in vitro*.* **A** HuR expression in CRPC tissues compared with LPC tissues in the GSE74367 database. **B** Representative images showing immunostaining (scale bar: 50 μm) of HuR in human HSPC tissues and CRPC tissues. The dashed square outlines the higher magnification image. The right panel shows the percentages of positive areas (brown) of HuR expression in each type of tissue (n = 5). **C** Representative qPCR data showing HuR mRNA expression in the different cell lines.** D** Representative western blots showing HuR expression in the different cell lines. The right panel shows the expression normalized to that of β-tubulin. **E** The proliferation of sgControl and two HuR KO clones of PC3 and DU145 cells, as measured by CCK-8 assays. **F** HuR KO inhibited colony formation in PC3 and DU145 cells (left). The right show the number of clones. **G** Migration and invasion assays of sgControl cells and two HuR KO clones of PC3 and DU145 cells. The right show the corresponding statistical analysis of the number of invasive and migrated cells. *p* values are shown for each comparison (^*^p < 0.05, ^**^p < 0.01, ^#^*p* < 0.05, ^##^*p* < 0.01)

To verify the role of HuR in the malignant behaviors of CRPC cells, we genetically knocked out HuR in PC3 and DU145 cells by the CRISPR-Cas9 technique. We identified eight clones of PC3 cells and four clones of DU145 cells with HuR expression deficiency at both the transcriptional and translational levels after sgRNA transfection (Additional file 1: Fig. S2A and S2B). Two clones of PC3 (KO1 and KO2) and DU145 (KO3 and KO4) cells whose colony formation inhibition was consistent with HuR deficiency were used for subsequent investigations. Growth curve and colony formation assays showed that HuR KO clones grew much slower than sgControl cells (Fig. 1E and F). Furthermore, HuR deficiency inhibited the migration and invasion of PC3 and DU145 cell clones (Fig. 1G). These results indicate that HuR deficiency inhibits the malignant biological behavior of CRPC cells in vitro.

To further evaluate the role of HuR in the malignant behavior of CRPC cells in vivo, we inoculated nude mice with sgControl or two PC3 HuR KO clones. The xenograft model revealed that knocking out HuR substantially inhibited tumour size and weight compared to the effects on xenograft tumours generated from sgControl PC3 cells (Fig. 2A and B). Immunostaining showed that the expression of Ki67 in xenograft tumours generated from HuR KO1 and HuR KO2 cells was significantly reduced compared with that in xenograft tumours generated from sgControl PC3 cells, indicating that the proliferation of PC3 cells was inhibited by HuR deficiency in vivo (Fig. 2C).

**Fig. 2:**
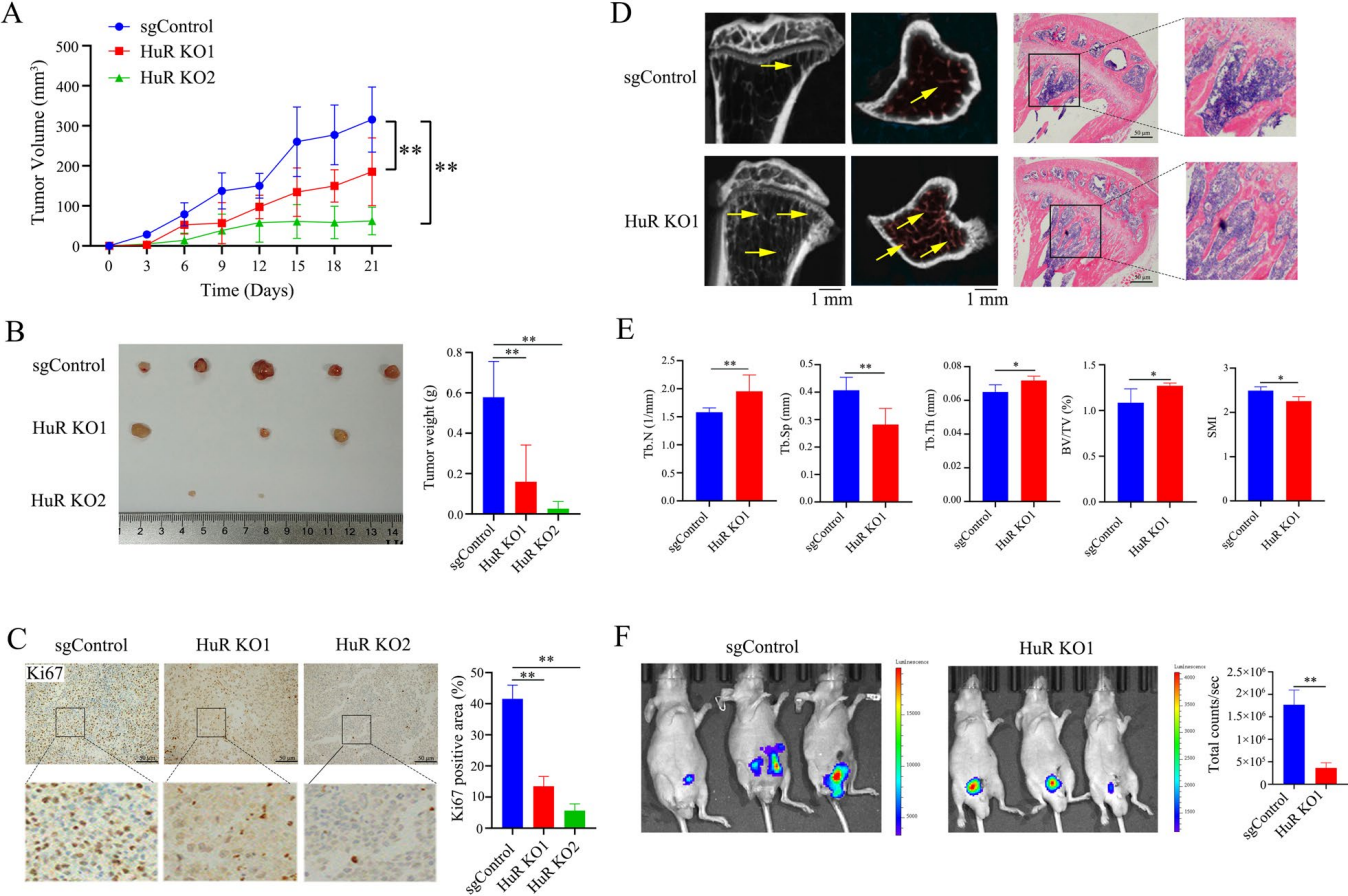
HuR deficiency ameliorates the malignant progression of CRPC in vivo*. A* The tumour xenograft mouse model was established by inoculating nude mice with d sgControl or HuR KO clones of PC3 cells. Tumour growth curves showing the average volume of tumours in each group (n = 5). **B** After 21 days, the mice were sacrificed, and the size (left panel) and weight (right) of the tumour xenografts were measured (n = 5). **C** Representative immunostaining (scale bar: 50 μm) of Ki67 in sgControl and HuR KO tumour xenografts. The dashed square outlines the higher magnification image. The right panel shows the percentages of Ki67-positive areas (brown) in each group of tumour xenografts. **D** Representative micro-CT scan (left) and H&E staining (right) showing increased bone trabeculae and decreased destruction of bone trabeculae in nude mouse tibias inoculated with HuR KO1 PC3 cells compared to those inoculated with sgControl cells. The arrowheads denote bone trabecula. The dashed square outlines the higher magnification image of the bone trabecula (scale bar: 100 μm). **E** Quantitation of the trabecular number (Tb.N), thickness (Tb.Th), separation (Tb.Sp), and percent trabecular area (BV/TV), as well as the structural model index (SMI) in nude mouse tibias inoculated with sgControl or HuR KO1 cells (*p < 0.05, **p < 0.01). **F** In vivo images of tumours showing fewer tumour xenografts and metastatic lesions in nude mice that were orthotopically inoculated with HuR KO1 cells compared to those inoculated with sgControl cells (n = 3). The right panel shows the quantitative fluorescence intensity of tumour lesions in each type of nude mouse. *p* values are shown for each comparison (^*^p < 0.05, ^**^p < 0.01)

Bone is the most common site of CRPC metastasis, and bone metastasis is one of the leading causes of mortality in patients with advanced prostate cancer [25]. To clarify the role of HuR in PCa bone metastasis, PC3 (sgControl and HuR KO1) cells were inoculated into the tibias of male nude mice. Micro-CT and H&E staining of the tibias revealed that bone destruction was significantly alleviated in the tibias of mice injected with HuR KO1 cells compared to that in the tibias of mice injected with sgControl cells (Fig. 2D). Increases in trabecular numbers, thickness, and the percent trabecular area and decreases in trabecular separation and structural model indices were observed in the HuR KO1 group (Fig. 2E). Moreover, in the fluorescent orthotopic tumour xenograft model, the sizes of localized tumour xenografts and metastatic lesions were significantly reduced in mice that were inoculated with HuR KO1 cells compared to those in mice that were inoculated with sgControl cells (Fig. 2F). These results suggest that HuR deficiency alleviates the malignant progression of CRPC cells in vivo.

### BCAT1 is a potential target of HuR in CRPC cells

HuR promotes tumour progression by binding to the mRNA 3′-UTR of target genes and promoting translation [12, 26]. However, the target gene by which HuR promotes CRPC progression is unknown. To identify the target genes of HuR in the malignant progression of CRPC, RNA-seq was performed to compare the transcript changes between sgControl and HuR KO clones of PC3 and DU145 cells. 

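ELAVL1 (ENSG00000066044), the gene that encodes HuR, was lower in PC3 HuR KO1 cells than in PC3 sgControl cells and did not pass the test in DU145 cells. In the 3 PC3 sgControl libraries it was 21.2, 21.6 and 20.0 FPKM (fragments per kilobase of transcript per 1000000 fragments), and in the 3 PC3 HuR KO1 libraries it was 4.43, 4.58 and 3.66 FPKM. The means were 20.9 ± 0.845 and 4.23 ± 0.492 FPKM (SD, n = 3 libraries each), a log2 fold change of −2.07 (standard error 0.10, adjusted p = 0.000453 from limma). In DU145 cells it was 22.3, 21.8 and 8.70 FPKM in the sgControl libraries and 17.0, 15.2 and 14.1 FPKM in the libraries labelled HuR KO4, a log2 fold change of −0.08 (standard error 0.36, adjusted p = 0.929 from limma). The library labelled sgControl 3 had less ELAVL1 than each library labelled HuR KO4, and the mean log2 difference of HuR KO4 from that library was 0.76. Without it, the log2 fold change was −0.49 (adjusted p = 0.181 from limma). The log2 fold change in PC3 minus that in DU145 was −1.996 (standard error 0.40, adjusted p = 0.0160 from limma). The deposited tables place the gene on chromosome 19 of GRCh38 from 7958579 to 8445041.

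RNA from PC3 and DU145 cells, lines derived from metastases of prostate cancer, was sequenced in 3 sgControl libraries and 3 libraries of 1 HuR KO clone per line, KO1 for PC3 and KO4 for DU145. The legend of Fig. S2 places HuR KO4 in PC3, whereas the paper's text and methods place it in DU145. The submitters' notes name a SMARTer kit for the libraries, fastp for the reads and RSEM with GRCh38.p13 for the values. The paper names an Illumina HiSeq instrument. The paper states that experiments were done in triplicate and not whether the libraries come from separate cultures. The p-values therefore measure the spread between these libraries, which may be technical. The authors' table for each line holds 47251 genes and does not name the unit of its values. They were read as FPKM because each library sums to between 144506 and 171366. A second reason was that part of the low values, multiplied by transcript length, fall on even steps. In genes with 1 transcript, 39.6% to 44.9% of a library's low values lay near such a step. In units of 1000000 fragments, these steps imply a depth of 13.0 to 16.0 in the PC3 sgControl libraries (median 16.0) and 11.9 to 13.5 in PC3 HuR KO1 (median 12.3). For DU145 they imply 10.7 to 18.3 in sgControl (median 14.5) and 7.04 to 14.5 in HuR KO4 (median 12.8). Counts of reads were not used here.

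From these values, log2(FPKM + 1) was compared between the groups of each line with limma, with a trend of the spread on the mean and no further scaling. The test covered genes at 1 FPKM or more in at least 3 of the 6 libraries, 10394 in PC3 and 10841 in DU145. The p-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. The 2 tables were normalized separately, so levels are compared only within a line. By the column names, DU145 sgControl 1 and 2 carry the same sequencing label as the PC3 libraries, and DU145 sgControl 3 carries that of the 3 HuR KO4 libraries. The difference from sgControl 3 is therefore given beside most of the DU145 genes and lists described. With the sequencing label as a term in the fit, the log2 fold change in DU145 is that same difference. It then rests on 1 control library, so a call that ends with this term is not shown to come from the label. Some values drop in a single library: UQCRFS1, a subunit of respiratory complex III, was 0.504 FPKM in PC3 sgControl 1 and 30.7 and 31.5 FPKM in the other controls. The small RNA gene RPPH1 was 4592, 4612 and 1.44 FPKM in the PC3 sgControl libraries, and it and the 7SK genes together made up 1.70% to 10.3% of a library's summed values. These examples lie outside the rule for named genes and were chosen after their values were seen.

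**Figure D1:**
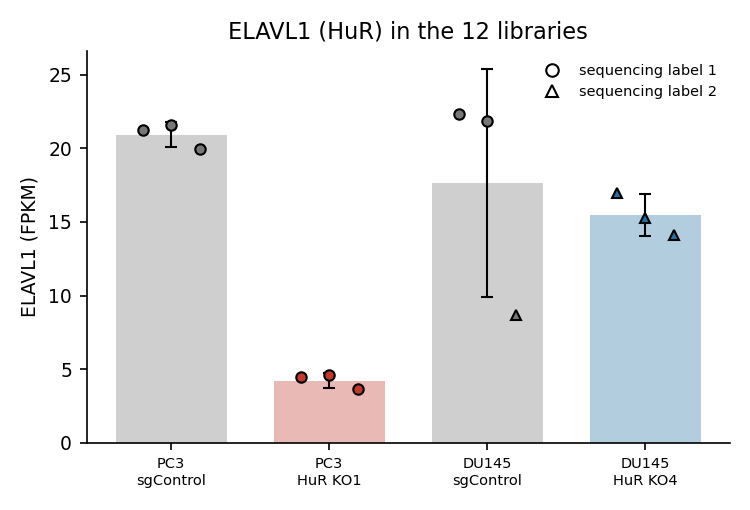
ELAVL1 expression in FPKM (y axis) by group (x axis), with the mean (bar), the SD (error bar) and each library (circles and triangles for the first and second sequencing label). The PC3 HuR KO1 libraries lie between 3.66 and 4.58 FPKM, and the lowest DU145 sgControl library, at 8.70 FPKM, lies below the 3 HuR KO4 libraries.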

Compared with sgControl clones of PC3 and DU145 cells, 888 and 887 downregulated genes were identified in PC3 HuR KO1 and DU145 HuR KO4 cells, respectively, based on fold changes in expression (≤ − 1) (Fig. 3A). 

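In PC3 HuR KO1 cells, inflammatory cytokines, laminins and a matrix protease were among the genes most raised over sgControl cells, and the gene of the bone matrix protein osteopontin had the largest decrease. SERPINB2, an inhibitor of plasminogen activators, rose from 1.68 ± 0.821 to 262 ± 26.9 FPKM (SD, n = 3 libraries each), a log2 fold change of 6.65 (standard error 0.22, adjusted p = 0.000139 from limma). IL6, an inflammatory cytokine, rose from 3.06 ± 1.63 to 103 ± 2.61 FPKM, a log2 fold change of 4.78 (standard error 0.34, adjusted p = 0.00139 from limma). SPP1, which encodes osteopontin, fell from 181 ± 41.4 to 1.82 ± 0.384 FPKM, a log2 fold change of −6.00 (standard error 0.20, adjusted p = 0.000139 from limma). SOX2, a transcription factor of stem cells, fell from 8.35 ± 1.66 to 0.0514 ± 0.0321 FPKM, a log2 fold change of −3.14 (standard error 0.15, adjusted p = 0.000351 from limma).

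Of 24 tested genes on the list of NF-kB targets and inflammatory cytokines, 10 were higher and 1, PTGS2, was lower (10 and 1 when adjusted over the list alone). The list's median log2 fold change was 0.89 (adjusted p = 8.53e-08 from camera, adjusted p = 0.240 with an estimated correlation). IL1B, another cytokine, rose from 1.36 ± 0.941 to 57.9 ± 8.30 FPKM. CXCL8, which attracts neutrophils, rose from 97.6 ± 43.1 to 1124 ± 14.3 FPKM. ICAM1, a cell adhesion molecule, rose from 5.03 ± 1.13 to 60.3 ± 4.11 FPKM. Of 30 genes of the extracellular matrix and its receptors, 10 were higher and 3 (SPP1, TNC and COL4A2) were lower (13 and 6 when adjusted over the list alone). As a group they were higher (adjusted p = 0.000189 from camera, adjusted p = 0.205 with an estimated correlation). Of the genes of laminin chains, which form basement membranes, LAMA3 rose from 0.156 ± 0.0250 to 21.5 ± 1.09 FPKM and LAMB3 from 8.39 ± 1.69 to 170.4 ± 18.0 FPKM. Of 16 matrix proteases and genes of invasion, 5 (ADAMTS1, MMP3, TIMP2, MMP10 and CTSB) were higher and 1, MMP15, was lower (8 and 1 when adjusted over the list alone). The protease list was higher (adjusted p = 1.73e-06 from camera, adjusted p = 0.205 with an estimated correlation). MMP3, a protease of matrix proteins, rose from 4.22 ± 2.90 to 213 ± 40.4 FPKM. TIMP2, an inhibitor of such proteases, rose from 2.70 ± 0.764 to 10.9 ± 1.74 FPKM. Of 25 genes of the Hippo pathway and its targets, 10 were higher and 2 (NF2 and WWTR1, which act in the pathway itself) were lower (16 and 3 when adjusted over the list alone). Their median log2 fold change was 0.80 (adjusted p = 1.73e-06 from camera, adjusted p = 0.158 with an estimated correlation). ANKRD1, a target of YAP1, rose from 2.11 ± 0.656 to 71.9 ± 20.9 FPKM. Of 8 epithelial genes, 5 (KRT8, KRT18, CLDN1, KRT7 and TJP1) were higher and none was lower (5 and 0 when adjusted over the list alone). The epithelial list was higher (adjusted p = 2.50e-05 from camera, adjusted p = 0.205 with an estimated correlation). Leaving out 1 library ended some of these calls. CLDN1 did not pass without HuR KO1 1 or 2 (highest adjusted p 0.0551 from limma). KRT7 and CTSB did not without sgControl 1 or any HuR KO1 library (0.0642 and 0.0996), nor NF2 without sgControl 2 or any HuR KO1 library (0.0752). COL4A2 did not without any library but sgControl 3 (0.100), nor MMP15 without any but sgControl 2 (0.107). TJP1 and WWTR1 did not without any 1 of the 6 (0.136 and 0.138). With the replicate number as a block these 8 did not pass, nor did PTGS2 and TIMP2 (adjusted p = 0.0726 and 0.0651 from limma), and with all 12 libraries in 1 fit CLDN1 did not (0.137). COL4A2, CTSB, MMP15, NF2, WWTR1 and TJP1 were named after their values were seen.

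Of 32 genes of DNA replication and the G1/S transition, 5 (MCM3, MCM5, CDC45, ORC1 and MCM7) were lower and none was higher (11 and 0 when adjusted over the list alone). Their median log2 fold change was −0.28 (adjusted p = 0.000159 from camera, adjusted p = 0.268 with an estimated correlation). MCM3, a subunit of the replicative helicase, fell from 56.0 ± 3.56 to 23.1 ± 2.45 FPKM. Of 31 replication-dependent histone genes, 7 were lower and none was higher (14 and 0 when adjusted over the list alone). The histone list's median was −0.76 (adjusted p = 6.53e-07 from camera, adjusted p = 0.268 with an estimated correlation). HIST1H3G, a histone H3 gene, fell from 76.2 ± 8.91 to 38.3 ± 4.31 FPKM. ORC1 did not pass without any library but sgControl 3 (highest adjusted p 0.0961 from limma), and MCM7, named after its values were seen, did not without any but HuR KO1 2 (0.0974). With the replicate number as a block neither of them passed, nor did MCM5, CDC45 and HIST1H3G (adjusted p = 0.0610, 0.0720 and 0.0903 from limma). HIST1H3G also did not pass with all 12 libraries in 1 fit (0.577).

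In all, 370 of the 10394 tested genes were higher and 451 were lower at an adjusted p under 0.05. Without HuR KO1 1, 2 and 3 in turn, 234, 240 and 239 were higher and 203, 210 and 192 lower. Without sgControl 1 and 2 in turn, 253 and 264 were lower. Of the 821 genes, 217 still passed with the replicate number as a block. By the fold criterion alone, 229 genes had a log2 fold change of −1 or less and 326 of 1 or more. Of 36 gene lists, fixed before the data were examined, 15 passed camera with its preset correlation (8 higher, 7 lower). With the estimated correlation camera put 0 past the threshold, and 7 had an unadjusted p under 0.05. By fry, which asks whether a list's genes move one way, 20 passed. Splits of the libraries that mix the groups, and so keep only part of their difference, put up to 7 lists past camera with its preset correlation. Its small p-values are therefore not strong evidence for a list. ZCCHC3, listed at 0 in the 3 HuR KO1 libraries and at 14.3, 11.4 and 13.0 FPKM in the controls, TP53RK and MRPL41 are among the 10 largest decreases. Values also fall to near 0 in single libraries of unrelated genes. MRPL41 did not pass without any 1 of the controls or HuR KO1 1 (highest adjusted p 0.0670 from limma), with a pseudocount of 0.1 (0.0561) or with the block (0.0672).

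**Figure D2:**
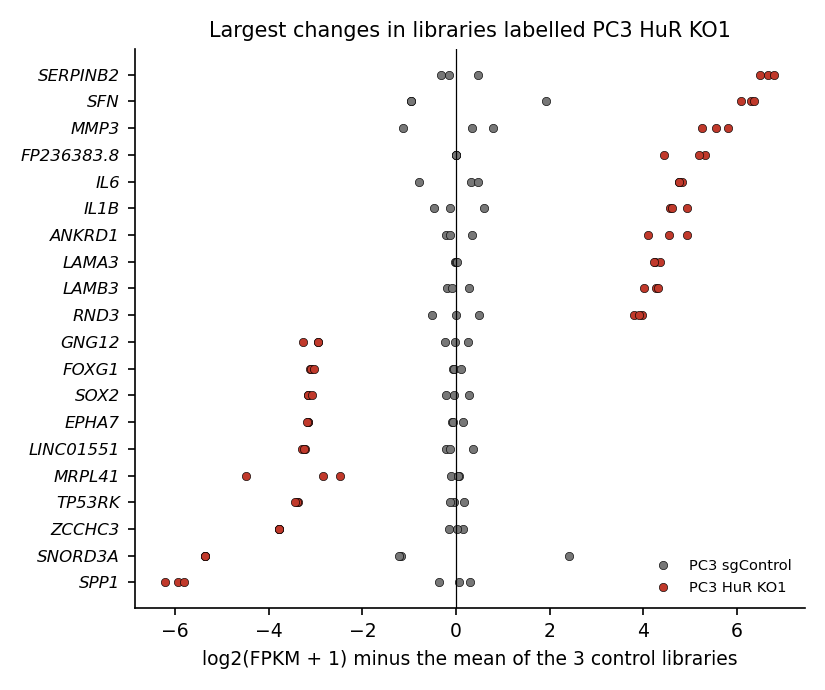
The 10 genes with the largest increase and the 10 with the largest decrease in PC3 HuR KO1, as each library's log2(FPKM + 1) minus the mean of the 3 sgControl libraries (x axis), by gene (y axis) and group (colour). SERPINB2 has the largest increase, with a log2 fold change of 6.65, and SPP1 the largest decrease, with −6.00.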

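In DU145 HuR KO4 cells, the largest decreases from sgControl cells included genes of a matrix glycoprotein, a keratin and a chemokine. TNC, which encodes the matrix glycoprotein tenascin-C, fell from 34.9 ± 1.65 to 1.18 ± 0.550 FPKM (SD, n = 3 libraries each), a log2 fold change of −4.07 (standard error 0.19, adjusted p = 0.000905 from limma) and −4.04 against sgControl 3 alone. KRT8, a keratin of simple epithelia, fell from 106 ± 8.84 to 13.5 ± 1.95 FPKM, a log2 fold change of −2.89 (standard error 0.13, adjusted p = 0.000905 from limma) and −2.92 against sgControl 3. LCN2, a secreted protein that binds iron carriers of bacteria, fell from 8.43 ± 0.219 to 0.254 ± 0.182 FPKM, and its log2 difference from sgControl 3 was −2.95. Among the increases, GPX3, a secreted glutathione peroxidase, rose from 6.84 ± 0.941 to 60.9 ± 14.4 FPKM, a log2 fold change of 2.96 (standard error 0.19, adjusted p = 0.00192 from limma) and 3.04 against sgControl 3. B4GALT1, a galactosyltransferase of the Golgi, rose from 11.7 ± 2.53 to 43.8 ± 4.47 FPKM, and its log2 difference from sgControl 3 was 1.87, although its call ended with the sequencing label as a term.

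Of 22 tested NF-kB targets and inflammatory cytokines, none was higher and 10 were lower (0 and 11 when adjusted over the list alone, 0 and 13 at an unadjusted p under 0.05 from limma). Their median log2 fold change was −0.66 (adjusted p = 3.22e-11 from camera, adjusted p = 0.172 with an estimated correlation). Against sgControl 3 the median was −0.97, and 95.5% of the members were lower. CXCL1, a chemokine for neutrophils, fell from 12.8 ± 1.92 to 1.79 ± 0.186 FPKM (−2.07 against sgControl 3 on the log2 scale), and BCL2A1, an inhibitor of apoptosis, from 3.57 ± 0.190 to 0.152 ± 0.0999 FPKM (−1.92). Of 28 genes of the extracellular matrix and its receptors, 8 were lower and 1, ITGB3, was higher (15 and 2 when adjusted over the list alone). The matrix list was lower (adjusted p = 1.31e-08 from camera, adjusted p = 0.172 with an estimated correlation), with a median of −0.59 against sgControl 3. LAMB1, a laminin chain, fell from 12.4 ± 0.844 to 4.39 ± 0.425 FPKM (−1.29 against sgControl 3). Of 27 interferon-stimulated genes, 6 were lower and none was higher (10 and 0 when adjusted over the list alone). The interferon list's median was −0.41 (adjusted p = 3.76e-07 from camera, adjusted p = 0.172 with an estimated correlation) and −0.35 against sgControl 3. IFI44, induced by interferons, fell from 4.82 ± 0.125 to 0.145 ± 0.0545 FPKM (−2.31 against sgControl 3), and IFIH1, a sensor of viral RNA, from 2.38 ± 0.262 to 0.0789 ± 0.0957 FPKM (−1.77). Of 17 epithelial genes, 6 were lower and 1, EPCAM, was higher (8 and 4 when adjusted over the list alone). The list was lower as a group (adjusted p = 0.000410 from camera, adjusted p = 0.369 with an estimated correlation), with a median of −0.65 against sgControl 3. MUC1, a membrane mucin, fell from 3.83 ± 0.594 to 0.161 ± 0.128 FPKM (−2.05 against sgControl 3). Of 18 genes of antigen presentation by MHC class I, none passed limma's test over all genes (0 higher and 5 lower at an unadjusted p under 0.05, and 0 and 5 when adjusted over the list alone). The list as a whole was lower (adjusted p = 0.00103 from camera, adjusted p = 0.369 with an estimated correlation), with a median of −0.22 against sgControl 3. ITGB3 did not pass without any library but HuR KO4 1 (highest adjusted p 0.140 from limma), nor EPCAM without any 1 of the 6 (0.125). With the sequencing label as a term neither passed (adjusted p = 0.239 and 0.295 from limma), and both were named after their values were seen. With the replicate number as a block these 2 did not pass either, nor did B4GALT1, LAMB1 and MUC1 (adjusted p = 0.0834, 0.0625 and 0.0533 from limma).

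In all, 116 of the 10841 tested genes were higher and 214 were lower. A log2 fold change of −1 or less was found for 245 genes, and of 1 or more for 149 (253 without sgControl 2). Leaving out sgControl 1, 2 or 3 gave 53, 69 and 46 higher and 142, 131 and 133 lower genes. Leaving out HuR KO4 1, 2 or 3 gave 54, 57 and 75 higher and 138, 138 and 197 lower genes. With the sequencing label as a term, 75 genes were higher and 80 lower, and 88 of the 330 genes called without it still passed. Of the 330, 47 did with the replicate number as a block. The label term leaves sgControl 3 as the only control of HuR KO4, so calls lost with it do not show an effect of the label. All 330 had the same direction against sgControl 3, which is itself among the controls that gave the calls. Of the 36 lists, 13 passed camera with its preset correlation (1 higher, 12 lower). With the estimated correlation camera put 0 past the threshold (3 at an unadjusted p under 0.05), and 12 passed by fry. In DU145, splits that mix the groups put up to 9 lists past camera with its preset correlation, so here too its p-values are not strong evidence. EIF4EBP2, an inhibitor of translation initiation, was 1.14, 1.18 and 1.37 FPKM in the controls and 21.1, 23.3 and 23.6 FPKM in HuR KO4, a log2 difference from sgControl 3 of 3.32. Values as far apart also occur between replicates of this line.

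**Figure D3:**
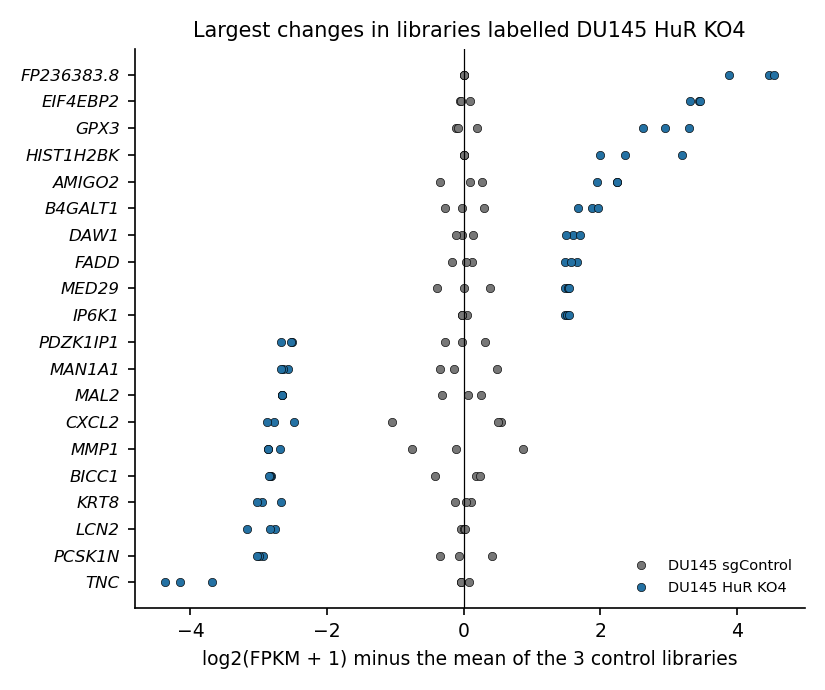
The 10 genes with the largest increase and the 10 with the largest decrease in DU145 HuR KO4, as each library's log2(FPKM + 1) minus the mean of the 3 sgControl libraries (x axis), by gene (y axis) and group (colour). TNC has the largest decrease, with a log2 fold change of −4.07, and FP236383.8, listed at 0 in the 3 controls and a possible copy of ribosomal RNA that may share reads with others, has the largest increase.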

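Metabolic genes were over-represented among the genes that were lower in PC3 HuR KO1 cells and not, by the test, among those lower in DU145 HuR KO4 cells. Of 253 tested metabolic genes in PC3, 23 were lower, an odds ratio of 2.27 against all tested genes (95% interval 1.39 to 3.54, two-sided Fisher's exact test, p = 0.000787). Another 4 (NAMPT, PTGES, STARD4 and NAPRT) were higher. A log2 fold change of −1 or less was met by 8 metabolic genes in PC3. Their odds ratio was 1.47 (95% interval 0.618 to 2.99, Fisher's exact test, p = 0.275), so enrichment of these lists was not shown by that criterion. In DU145, 6 of 257 metabolic genes were lower (PLA2G4A, ELOVL2, GFPT2, PTGES, NNMT and ASS1), an odds ratio of 1.19 (95% interval 0.428 to 2.68, two-sided Fisher's exact test, p = 0.646). Another 3 (IDH2, IMPDH1 and ACAT1) were higher. These genes come from 12 written lists of metabolic pathways, since the KEGG database was not used here. The lists were written partly from the KEGG terms that Fig. 3B names, which came from these samples. They hold BCAT1, PIGT, PLA2G4A, MTHFD2L and NNMT, which the study picked from these samples and which are among the 23. The PC3 odds ratio is therefore not independent evidence of the paper's enrichment, and it was not computed without these genes. Leaving out 1 library ended some of these calls. In PC3, NAMPT did not pass without any library but sgControl 2 (highest adjusted p 0.127 from limma), NAPRT without any but sgControl 3 (0.133), PTGES without sgControl 2 or HuR KO1 1 or 3 (0.0772), nor STARD4 without sgControl 2 or 3 or HuR KO1 1 or 3 (0.0752). In DU145, PTGES, IDH2, IMPDH1 and ACAT1 did not without any 1 of the 6 (0.132, 0.135, 0.153 and 0.160), ASS1 without any but sgControl 2 (0.144), nor NNMT without sgControl 2 or any HuR KO4 library (0.117). These 6 did not pass with the sequencing label as a term (adjusted p from 0.129 to 0.261 from limma), nor they and the 4 in PC3 with the replicate number as a block (up to 0.207). The log2 differences from sgControl 3 were −1.37 for PTGES, −1.15 for ASS1, 0.91 for IDH2 and 0.52 for IMPDH1.

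In PC3 HuR KO1, 4 of the 12 lists were lower as a group by camera. Of 27 genes of the citrate cycle, 4 were lower and none was higher (4 and 0 when adjusted over the list alone). The list was lower (adjusted p = 0.0162 from camera, adjusted p = 0.268 with an estimated correlation). PC, pyruvate carboxylase, fell from 3.54 ± 0.516 to 1.22 ± 0.203 FPKM (SD, n = 3 libraries each), and DLAT and SDHA were also lower. Of 23 genes of cholesterol synthesis, 2 (SREBF2 and FDFT1) were lower and 1, STARD4, was higher (10 and 1 when adjusted over the list alone). Their median log2 fold change was −0.66 (adjusted p = 0.000310 from camera, adjusted p = 0.528 with an estimated correlation). Of 20 genes of glycolysis, 2 (PFKFB3 and PFKL) were lower and none was higher (6 and 0 when adjusted over the list alone). The glycolysis median was −0.29 (adjusted p = 0.00966 from camera, adjusted p = 0.311 with an estimated correlation). Of 19 genes of serine, glycine and one-carbon metabolism, 3 were lower and none was higher (5 and 0 when adjusted over the list alone). This list too was lower (adjusted p = 0.0387 from camera, adjusted p = 0.268 with an estimated correlation). The 3 were MTHFD2L, which the study picked, CBS and MTHFD1L. CBS, which condenses serine with homocysteine, fell from 8.05 ± 0.386 to 3.83 ± 0.391 FPKM, and MTHFD1L, a mitochondrial folate enzyme, from 20.2 ± 1.06 to 11.7 ± 1.12 FPKM. SDHA did not pass without HuR KO1 1 or 3 (highest adjusted p 0.0648 from limma), nor MTHFD1L without HuR KO1 3 (0.0501). SREBF2 and FDFT1 did not without any library but sgControl 3 (0.0823 and 0.147). STARD4 did not without sgControl 2 or 3 or HuR KO1 1 or 3 (0.0752), PFKFB3 without sgControl 1 or any HuR KO1 library (0.117), nor PFKL without any but HuR KO1 2 (0.136). With the block these 7 did not pass, nor did PC, DLAT, CBS and MTHFD2L (adjusted p = 0.0535, 0.0601, 0.0664 and 0.112 from limma). With all 12 libraries in 1 fit FDFT1 and STARD4 did not (up to 0.140). Over the other 8 lists, camera's adjusted p lay between 0.0692 and 0.622.

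In DU145 HuR KO4, 2 of the 12 lists were lower as a group. Of 19 genes of glycolysis none passed limma's test over all genes (6 lower and 1 higher at an unadjusted p under 0.05, 0 when adjusted over the list alone). The median log2 fold change was −0.24 (adjusted p = 0.00323 from camera, adjusted p = 0.414 with an estimated correlation) and −0.21 against sgControl 3. Of 24 genes of cholesterol synthesis none passed (4 lower and 0 higher at an unadjusted p under 0.05, 0 when adjusted over the list alone). That list's median was −0.22 (adjusted p = 0.00339 from camera, adjusted p = 0.677 with an estimated correlation), with 95.8% of the members lower than in sgControl 3. ELOVL2, an elongase of polyunsaturated fatty acids, fell from 19.8 ± 1.02 to 7.92 ± 0.711 FPKM (−1.15 against sgControl 3 on the log2 scale, adjusted p = 0.0552 from limma with the replicate number as a block). GFPT2, an enzyme of hexosamine synthesis whose call ended with the sequencing label as a term and with the block, fell from 8.15 ± 0.436 to 1.77 ± 0.570 FPKM (−1.69). Over the other 10 lists, camera's adjusted p lay between 0.168 and 0.947.

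**Figure D4:**
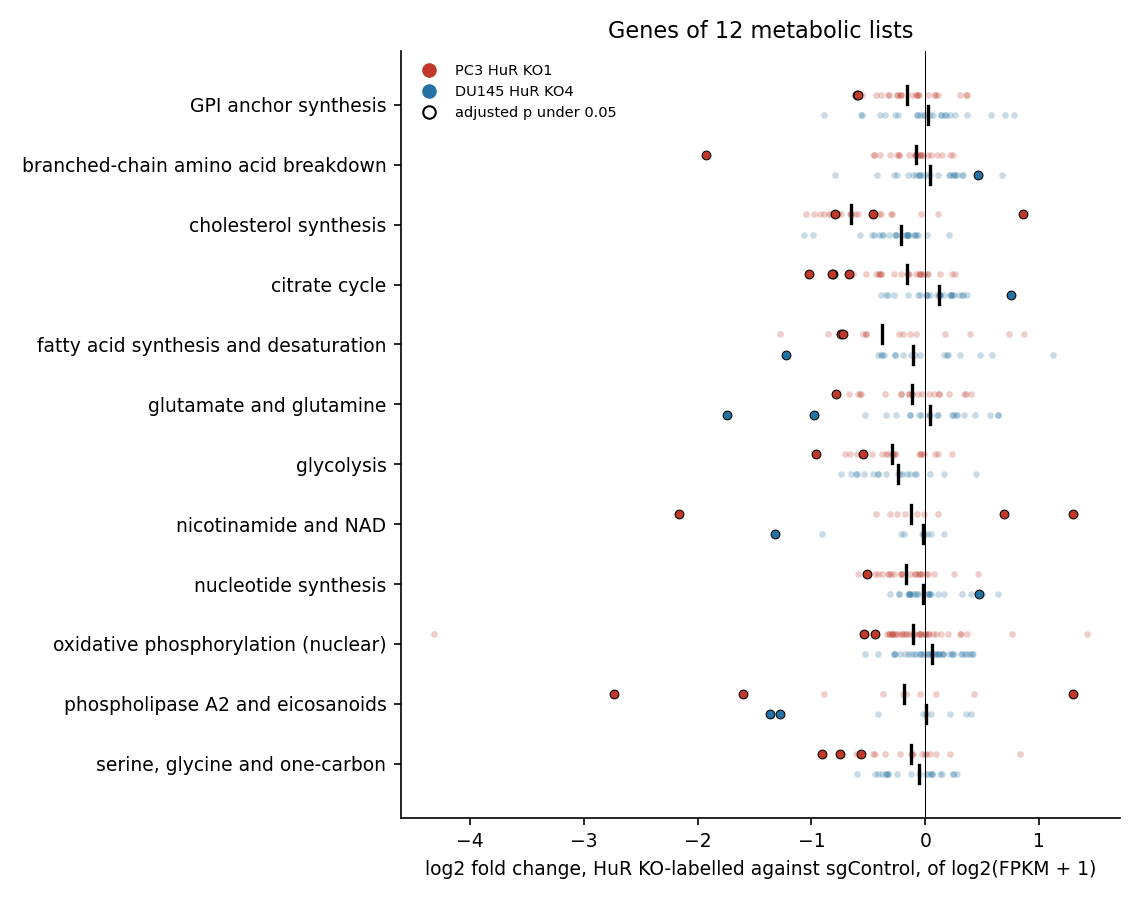
Log2 fold change (x axis) of each tested member (point) of the 12 metabolic lists (y axis) in PC3 HuR KO1 and DU145 HuR KO4, with the list's median (vertical bar) and a black outline where the adjusted p is under 0.05. The medians of cholesterol synthesis are −0.66 in PC3 and −0.22 in DU145.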

Kyoto Encyclopaedia of Genes and Genomes (KEGG) analysis revealed metabolic pathways were present in the top 20 enriched KEGG pathways among downregulated genes in both HuR-deficient PC3 and DU145 cells (Fig. 3B). The Venn diagram showed that five overlapping differentially expressed genes (*BCAT1*, *PIGT*, *PLA2G4A*, *MTHFD2L,* and *NNMT*) in the metabolic pathway in HuR-deficient PC3 and DU145 cells. Furthermore, the qRT-PCR results showed that the expression of BCAT1, which is a branched-chain amino acid transaminase, was significantly downregulated in both HuR-deficient PC3 and DU145 cells compared with control cells (Fig. 3C and D). These results indicate that BCAT1 is a potential target gene of HuR in CRPC cells.

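All 5 genes had a lower mean in HuR KO than in sgControl libraries of both lines, with all 5 past the test in PC3 and PLA2G4A and NNMT past it in DU145. NNMT (ENSG00000166741), which methylates nicotinamide, fell from 12.7 ± 0.665 to 2.10 ± 0.726 FPKM in PC3 (SD, n = 3 libraries each), a log2 fold change of −2.17 (standard error 0.18, adjusted p = 0.00227 from limma). In DU145 NNMT fell from 40.5 ± 12.0 to 15.1 ± 0.435 FPKM, a log2 fold change of −1.32 (standard error 0.21, adjusted p = 0.0377 from limma) and −0.91 against sgControl 3. PLA2G4A (ENSG00000116711), which releases arachidonic acid from membranes, fell from 2.34 ± 0.690 to 0.0861 ± 0.0296 FPKM in PC3, a log2 fold change of −1.60 (standard error 0.17, adjusted p = 0.00533 from limma). In DU145 PLA2G4A was 1.76, 1.46 and 1.52 FPKM in the controls and listed at 0 in the 3 HuR KO4 libraries (adjusted p = 0.00192 from limma, adjusted p = 0.0552 with the replicate number as a block). Values of 0 also occur in single libraries of abundant genes, such as POLR2L, a subunit of RNA polymerases, in PC3 HuR KO1 2, a gene outside the rule that was chosen after its values were seen. BCAT1, the cytosolic branched-chain amino acid transaminase, fell from 7.15 ± 0.313 to 1.19 ± 0.526 FPKM in PC3, a log2 fold change of −1.93 (standard error 0.19, adjusted p = 0.00427 from limma). In DU145 BCAT1 was 32.1 ± 4.56 and 18.1 ± 2.62 FPKM, a log2 fold change of −0.80 that did not pass the test (standard error 0.15, adjusted p = 0.0600 from limma).

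PIGT (ENSG00000124155), a subunit of the transamidase that attaches GPI anchors, fell from 60.3 ± 4.85 to 39.4 ± 3.47 FPKM in PC3, a log2 fold change of −0.60 (standard error 0.11, adjusted p = 0.0263 from limma). In DU145 PIGT was 31.6 ± 3.81 and 20.9 ± 1.57 FPKM, a log2 fold change of −0.57 (adjusted p = 0.0780 from limma) and −0.37 against sgControl 3. MTHFD2L (ENSG00000163738), a mitochondrial folate enzyme, fell from 1.25 ± 0.119 to 0.524 ± 0.0127 FPKM in PC3, a log2 fold change of −0.56 (standard error 0.09, adjusted p = 0.0170 from limma). In DU145 MTHFD2L was 1.58 ± 0.0872 and 0.932 ± 0.509 FPKM, a log2 fold change of −0.44 (adjusted p = 0.291 from limma) and −0.42 against sgControl 3. The 5 genes were chosen by the study from these samples, so their direction here is not independent evidence of it. NNMT in DU145 did not pass without sgControl 2 or without any 1 of the HuR KO4 libraries (highest adjusted p 0.117 from limma), nor with the sequencing label as a term. PIGT in PC3 passed only without sgControl 1 (highest adjusted p otherwise 0.0971 from limma). MTHFD2L in PC3 did not pass without sgControl 1 or any 1 of the HuR KO1 libraries (highest adjusted p 0.0692). With the block these 3 calls also ended (adjusted p = 0.116, 0.0973 and 0.112 from limma).

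Over the 9478 genes tested in both lines, 13 were lower in both, against 5.53 for independent lists (two-sided Fisher's exact test, odds ratio 2.54, p = 0.00354). In both lines 11 were higher, against 2.27 (odds ratio 5.64, p = 1.45e-05 from the same exact test), and 42 changed in opposite directions. Without 1 library these became 7 to 11, 2 to 9 and 25 to 35 genes. The fewest in both lines were 7 lower and 2 higher without DU145 sgControl 2 or 3, and the fewest in opposite directions were 25 without DU145 sgControl 3 or HuR KO4 2. Among the 13, TNC had a log2 fold change of −2.54 in PC3, and IFITM3, a membrane protein that restricts viruses, of −2.31 in PC3 and −2.27 in DU145 (−2.16 against sgControl 3). Among the 11, AFAP1L1, an adaptor of the actin cytoskeleton, had a log2 fold change of 1.72 in PC3 and 0.74 in DU145 (0.78 against sgControl 3). Of the 42, 37 were higher in PC3 and lower in DU145, against 3.95 for independent lists (odds ratio 14.2, p = 2.81e-26 from the same exact test). Among them were TNFAIP3, an inhibitor of NF-kB signalling, with log2 fold changes of 2.07 and −1.97 (−2.25 against sgControl 3), and TGM2, a transglutaminase, with 1.42 and −2.19 (−2.31). The 5 that were lower in PC3 and higher in DU145 were IP6K1, TESC, PDE4A, KIAA1211 and COMTD1, of which all but IP6K1 were named after their values were seen. They stood against 3.18 for independent lists (odds ratio 1.62, p = 0.251 from the same exact test). The exact tests take genes as independent and as equally able to pass in each line, which genes are not. They therefore describe the overlaps and do not show that effects are shared or opposed. Leaving out any 1 library ended the calls of PDE4A in DU145 (highest adjusted p 0.119 from limma), KIAA1211 in both lines (0.106 in PC3 and 0.0935 in DU145) and COMTD1 in PC3 (0.106). AFAP1L1 and COMTD1 in DU145 passed only without HuR KO4 3 (0.117 and 0.105 otherwise), and PDE4A in PC3 only without sgControl 1 or 3 (0.0942 otherwise). With the sequencing label as a term, the calls in DU145 of IFITM3, AFAP1L1, TESC, PDE4A, KIAA1211 and COMTD1 ended (adjusted p = 0.0890 for IFITM3 and up to 0.266 for the others from limma). With the block these 6 ended too (up to 0.184), as did TNFAIP3 in PC3 (0.0526) and PDE4A, KIAA1211 and COMTD1 in PC3 (0.118, 0.124 and 0.123).

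**Figure D5:**
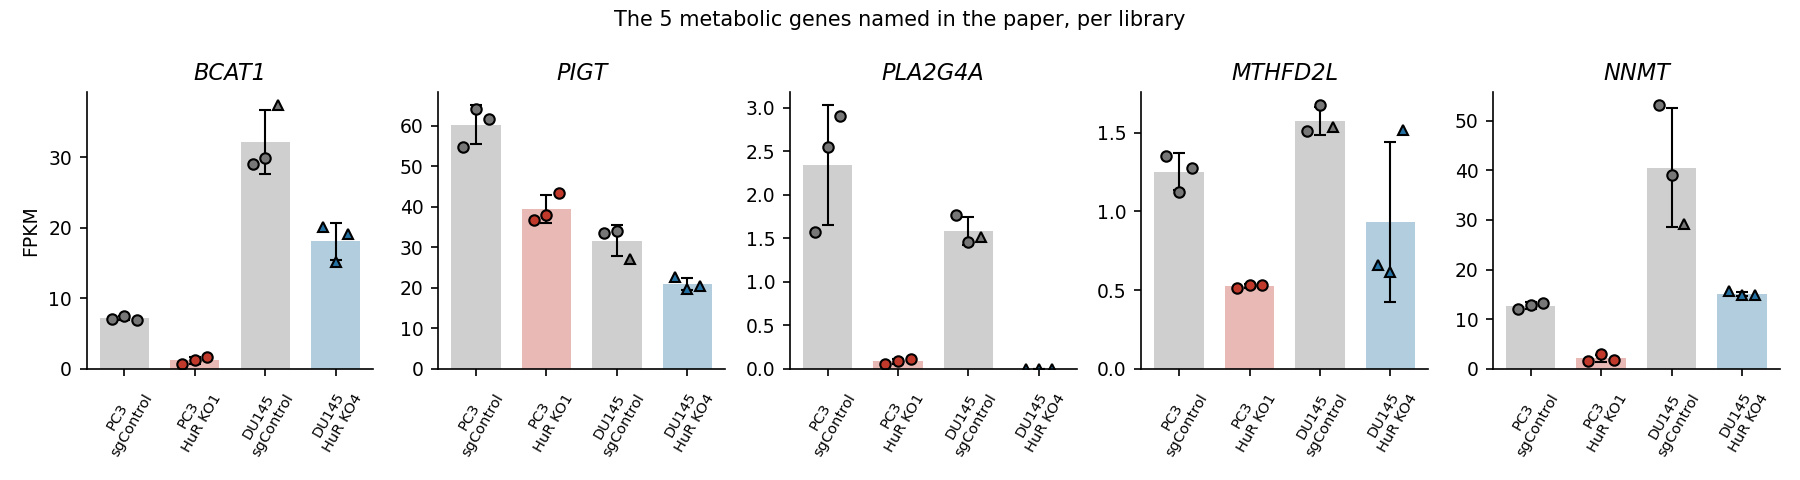
Expression of the 5 genes in FPKM (y axis) in sgControl and HuR KO libraries of PC3 and DU145 (x axis), with the mean (bar), the SD (error bar) and each library (circles and triangles for the first and second sequencing label). PLA2G4A is at 0 in the 3 DU145 HuR KO4 libraries, and PIGT falls from 60.3 to 39.4 FPKM in PC3.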

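BCAT1 (ENSG00000060982) was 7.06, 7.50 and 6.90 FPKM in the PC3 sgControl libraries and 0.618, 1.29 and 1.65 FPKM in the PC3 HuR KO1 libraries. In DU145 it was 29.0, 29.9 and 37.3 FPKM in the sgControl libraries and 20.0, 15.1 and 19.1 FPKM in the libraries labelled HuR KO4, and its log2 difference from sgControl 3 was −1.02. The log2 fold change in PC3 minus that in DU145 was −1.13 (standard error 0.26, adjusted p = 0.0281 from limma), so the decrease was larger in PC3. Without each library in turn the log2 fold change lay between −2.08 and −1.73 in PC3, past the test each time, and between −0.87 and −0.68 in DU145, past it in 0 of 6 (lowest adjusted p 0.112 from limma). The gene lies on chromosome 12 of GRCh38 from 24810022 to 24949459.

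Of 24 tested genes of branched-chain amino acid breakdown, BCAT1 was lower and none was higher in PC3 at an adjusted p under 0.05 (1 lower and 0 higher when adjusted over the list alone). The list did not pass camera (adjusted p = 0.117, and adjusted p = 0.505 with an estimated correlation). BCAT2, the mitochondrial transaminase, had a log2 fold change of −0.45 in PC3 that did not pass (adjusted p = 0.148 from limma). In DU145, 1 of 25, ACAT1, an acetyl-CoA acetyltransferase, was higher and none was lower (2 higher and 1 lower when adjusted over the list alone), and the list did not pass (adjusted p = 0.660 from camera, adjusted p = 0.789 with an estimated correlation). ACAT1 was 12.9 ± 0.633 and 18.1 ± 0.165 FPKM (SD, n = 3 libraries each), with a log2 difference from sgControl 3 of 0.48, and its call ended without any 1 of the 6 libraries (highest adjusted p 0.160 from limma) and with the sequencing label as a term (0.261) or the replicate number as a block (0.207).

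The paper finds metabolic pathways among the enriched KEGG pathways of the genes lower in each HuR-deficient line (Fig. 3B), and within the metabolic pathway it takes the 5 differentially expressed genes that the lines share. From these it reasons to BCAT1, which its qRT-PCR found lower in both lines (Fig. 3C and D). It proposes that BCAT1 may be a target gene of HuR in CRPC cells. The qRT-PCR measurements were not analysed here.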

**Fig. 3:**
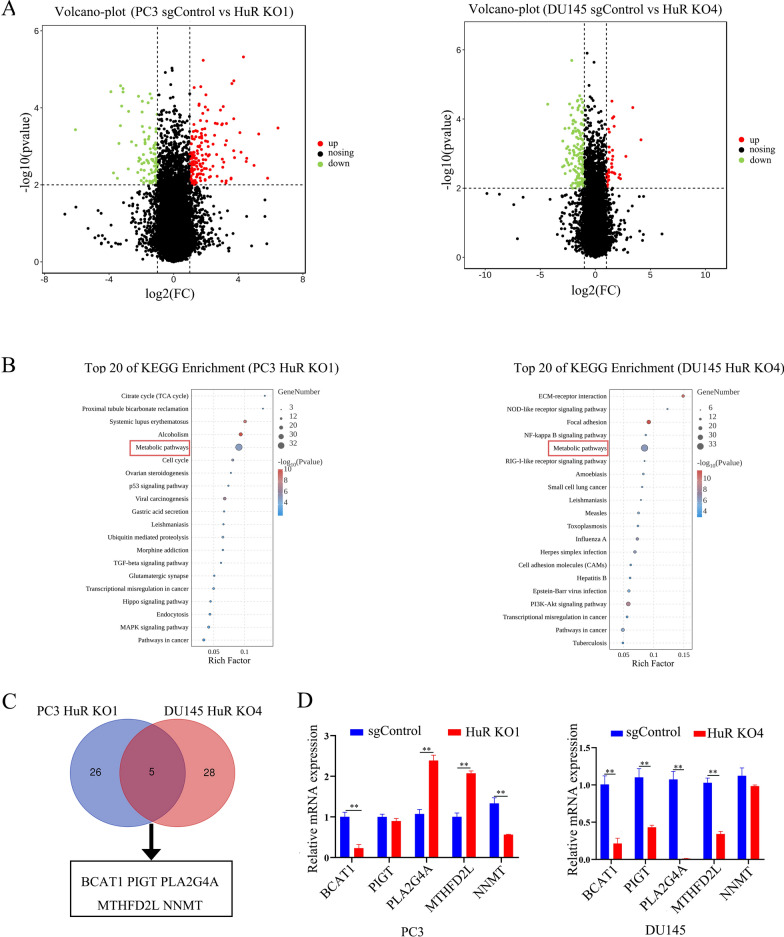
BCAT1 is a potential target of HuR in CRPC cells.** A** Volcano dot plots showing upregulated genes (red dots) and downregulated genes (green dots) in HuR KO1 PC3 and HuR KO4 DU145 cells compared to sgControl cells. **B** Enrichment analysis of the KEGG pathways showed that the differentially expressed genes (DEGs) in PC3 and DU145 cells with HuR KO were enriched in metabolic pathways. **C** Venn diagram showing the number of targets and intersecting genes (BCAT1, PIGT, PLA2G4A, MTHFD2L, and NNMT) identified among the DEGs in the metabolic pathway by RNA-seq in both PC3 and DU145 cells. **D** Relative mRNA levels of BCAT1, PIGT, PLA2G4A, MTHFD2L, and NNMT in PC3 and DU145 cells with HuR KO were measured by qRT-PCR. p values are shown for each comparison (**p < 0.01)

### HuR positively regulates BCAT1 expression by stabilizing *BCAT1* mRNA in CRPC cells

An increase in BCAT1 expression has been reported in several cancers and is closely associated with malignant progression [24, 27–29], but its expression in prostate cancer is unknown. Analysis of the GSE74367 dataset revealed that *BCAT1* mRNA expression was significantly upregulated in CRPC tissues compared with LPC tissues (Fig. 4A). To determine whether HuR regulates BCAT1, we examined the relationship between HuR and BCAT1. As shown in Fig. 4B, *BCAT1* mRNA level in PCa samples in public datasets (TCGA) were positively correlated with *HuR* mRNA expression (P = 0.0287, R = 0.4291). Immunohistochemical staining also revealed that BCAT1 expression was significantly upregulated in CRPC tissues compared to HSPC tissues (Fig. 4C). The expression levels of BCAT1 in PCa cell lines were compared, and the results showed that BCAT1 was markedly increased in the CRPC cell lines PC3 and DU145 (Fig. 4D). To determine whether BCAT1 is regulated by HuR, we examined BCAT1 expression in HuR KO clones. As shown in Fig. 4E, there was an obvious reduction in BCAT1 protein levels in HuR KO clones compared to sgControl clones among PC3 and DU145 cells. Moreover, immunostaining revealed that the expression of BCAT1 in tumour xenografts derived from HuR KO cells was decreased compared with that in tumour xenografts derived from sgControl cells (Fig. 4F).

**Fig. 4:**
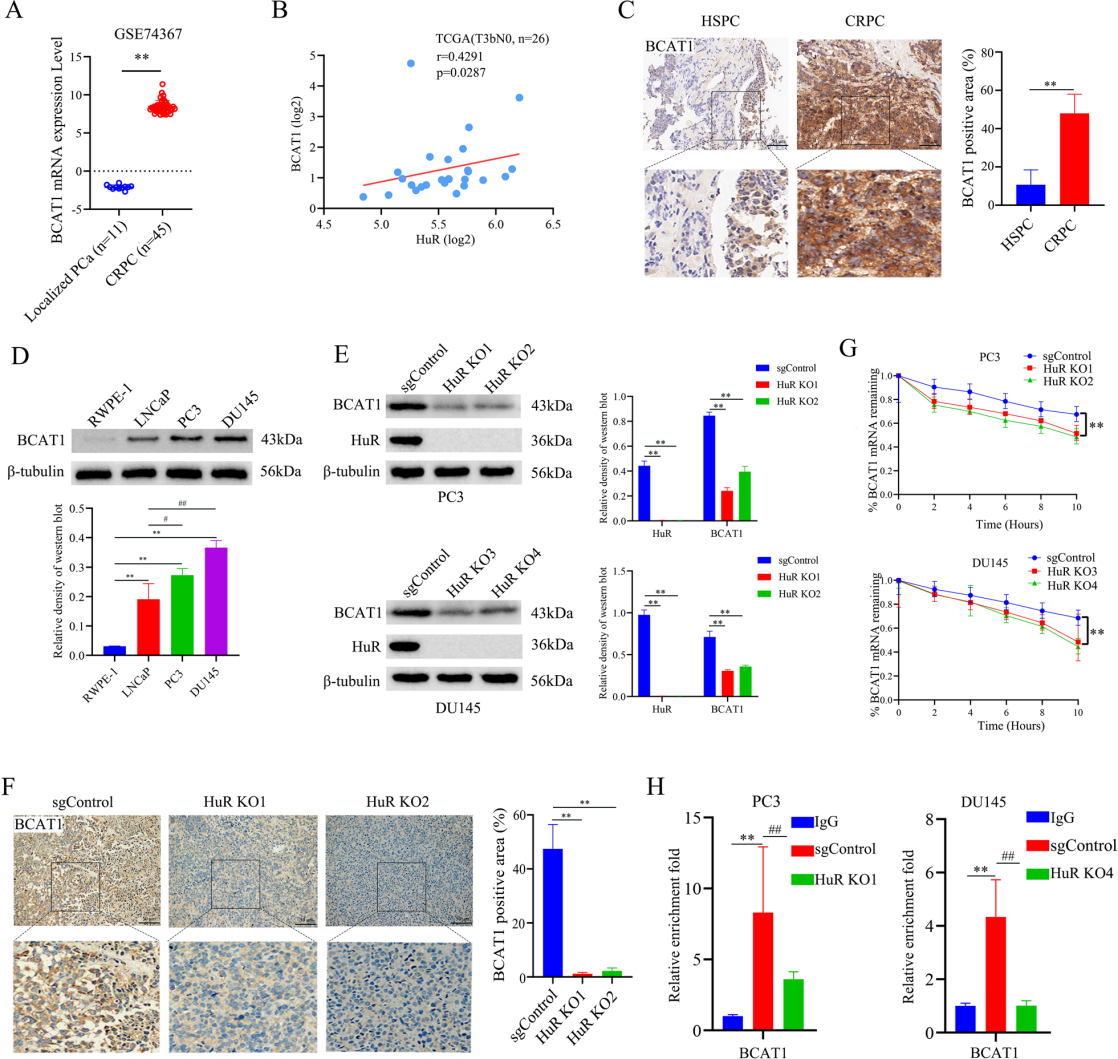
HuR positively regulates BCAT1 expression by stabilizing *BCAT1* mRNA in CRPC cells. **A** The expression of BCAT1 in CRPC tissues compared with LPC tissues in the GSE74367 database. **B** The correlation between the expression levels of HuR and BCAT1 in the TCGA database was analysed with Spearman correlation (T3bN0, n = 26). **C** Representative immunostaining (scale bar: 50 μm) of BCAT1 in human HSPC tissues and CRPC tissues. The dashed square outlines the higher magnification image. The right panel shows the percentages of BCAT1-positive areas (brown) in each type of tissue (n = 5). **D** Representative western blots showing BCAT1 expression in the different cell lines. The lower show the expression intensity normalized to that of β-tubulin. **E** Representative western blots showing BCAT1 and HuR expression in HuR KO clones of PC3 and DU145 cells. The lower show the expression intensity normalized to that of β-tubulin. **F** Representative images (scale bar: 50 μm) of BCAT1 expression in tumour xenografts generated from sgControl or HuR KO PC3 cells. The dashed square outlines the higher magnification image. The right panel shows the percentages of BCAT1-positive areas (brown) in each group of xenografts (n = 5). **G** Treatment with 5 μg/mL actinomycin D reduced the half-life of *BCAT1* mRNA in HuR KO clones of PC3 and DU145 cells. **H** RIP qRT-PCR analysis showed that the binding of HuR to *BCAT1* mRNA was affected by HuR knockout in PC3 and DU145 cells. Isotype IgG was used as a negative control for the HuR antibody. *p* values are shown for each comparison (^**^p < 0.01, ^#^*p* < 0.05, ^##^*p* < 0.01)

HuR typically stabilizes its target mRNAs and promotes translation [26]. To determine whether the stability of *BCAT1* mRNA is affected by HuR, cells were treated with actinomycin D, and *BCAT1* mRNA levels were measured by qRT-PCR to determine the half-life of the BCAT1 transcript. As shown in Fig. 4G, the half-life of *BCAT1* mRNA in HuR KO cells was significantly shorter than that in sgControl cells. To further assess whether BCAT1 is a direct target gene of HuR, we performed RIP followed by qRT-PCR on PC3 and DU145 cells. As expected, compared to that in the IgG controls, the marked enrichment of *BCAT1* mRNA in HuR-immunoprecipitated samples confirmed the binding of HuR to *BCAT1* mRNA. However, the enrichment of *BCAT1* mRNA was dramatically reduced in the HuR KO clones (Fig. 4H). Taken together, these data suggest that HuR interacts with *BCAT1* mRNA and upregulates its expression at least in part by stabilizing *BCAT1* mRNA.

### BCAT1 acts as an oncogene in CRPC

Since BCAT1 is directly regulated by HuR, we next evaluated the role of BCAT1 in CRPC progression. We first overexpressed BCAT1 in PC3 and DU145 cells by lentiviral infection (Fig. 5A). Subsequently, several assays were carried out to determine changes in cell behavior. As shown in Fig. 5B–D, BCAT1 overexpression significantly increased the proliferation, colony formation, migration, and invasion of PC3 and DU145 cells. In addition, the volume and weight of the tumour xenografts derived from BCAT1-overexpressing PC3 cells were markedly increased compared to those of tumour xenografts derived from sgControl PC3 cells (Fig. 5E, F). Similarly, the fluorescent orthotopic tumour xenograft model showed that the sizes of localized tumour xenografts and metastatic lesions were notably increased in mice inoculated with BCAT1-overexpressing PC3 cells compared with mice inoculated with vector control cells at 3 weeks (Fig. 5G). However, knockdown of BCAT1 with siRNA inhibited the proliferation, migration, and invasion of PC3 and DU145 cells (Fig. 5H–J). These findings suggest that BCAT1, which is a target gene of HuR, acts as an oncogene in CRPC.

**Fig. 5:**
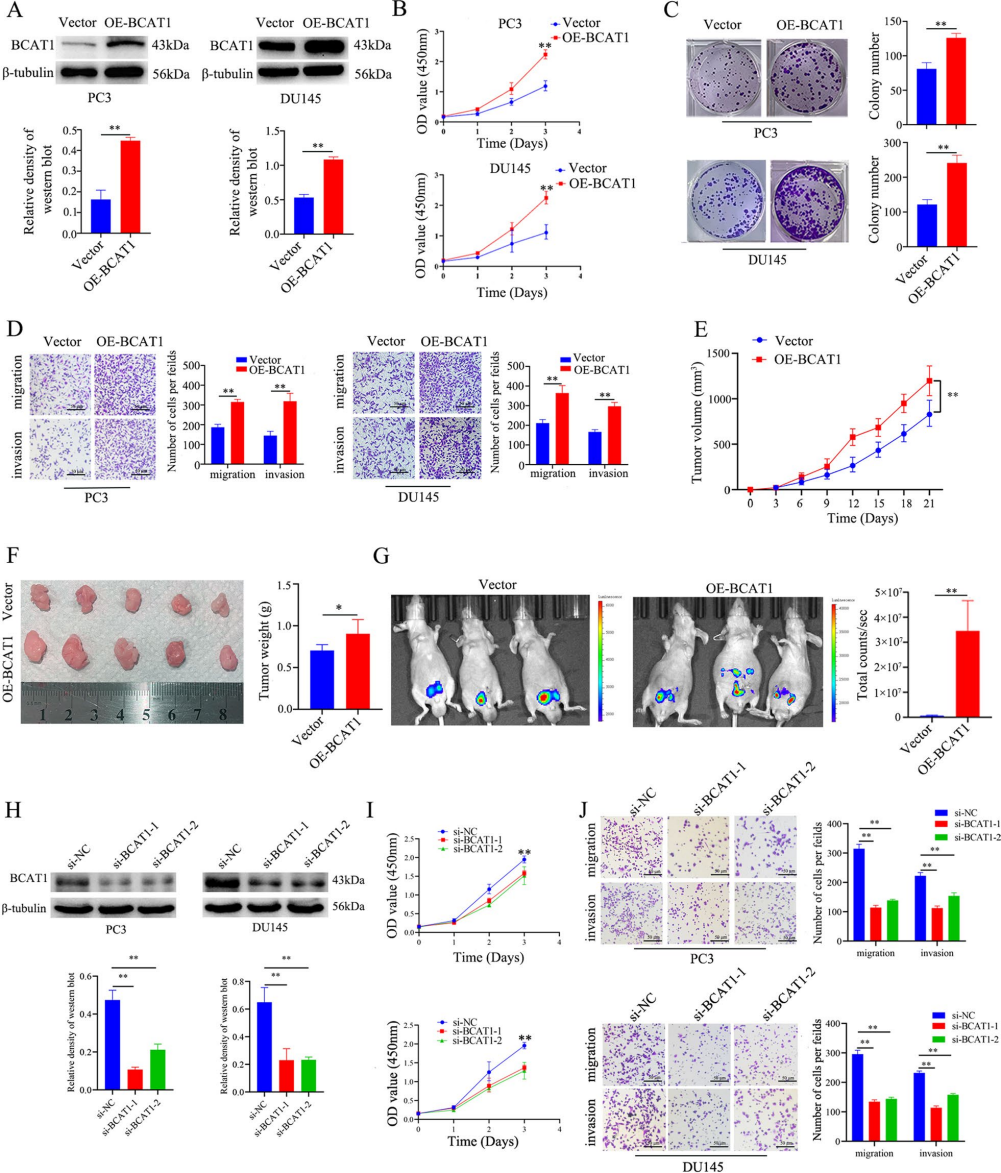
BCAT1 acts as an oncogene in CRPC. **A** BCAT1 protein expression levels in Lenti-vector- or Lenti-BCAT1-infected PC3 and DU145 cells. The lower show the expression intensity normalized to that of β-tubulin. **B** The proliferation of Lenti-vector- or Lenti-BCAT1-infected PC3 and DU145 cells was measured by a CCK-8 assay. **C** Lenti-BCAT1 infection increased colony formation in PC3 and DU145 cells. The right show the number of clones. **D** The migration and invasion of Lenti-vector- and Lenti-BCAT1-infected PC3 and DU145 cells were determined by transwell assays. The right show the quantitation of invasive and migrated cells. **E** The volume of tumour xenografts in nude mice inoculated with Lenti-BCAT1-infected PC3 cells compared to that of mice inoculated with vector-treated PC3 cells at 21 days (n = 5). **F** Size (left) and weight (right) of tumour xenografts in nude mice inoculated with Lenti-vector- or Lenti-BCAT1-infected PC3 cells for 21 days (n = 5). **G** In vivo images of tumours showing increased tumour xenografts and metastatic lesions in nude mice that were orthotopically inoculated with Lenti-BCAT1-infected PC3 cells at 21 days (n = 3). The right panel shows the fluorescence intensity of tumour lesions in each type of nude mouse. **H** The protein expression levels of BCAT1 in PC3 and DU145 cells transfected with si-NC, si-BCAT1-1 or si-BCAT1-2. The lower show the expression intensity normalized to that of β-tubulin. **I** The proliferation of si-NC-infected, si-BCAT1-1-infected, and si-BCAT1-2-infected PC3 and DU145 cells was measured by a CCK-8 assay. **J** The migration and invasion of si-NC, si-BCAT1-1, and si-BCAT1-2 infected PC3 and DU145 cells were determined by transwell assays. The right show the quantitation of invasive or migrated cells. *p* values are shown for each comparison (^*^p < 0.05, ^**^p < 0.01)

### BCAT1 mediates the oncogenic effect of HuR on CRPC cells

Whether BCAT1, which is a potential target gene of HuR, mediates the carcinogenic effect of HuR on CRPC cells remains to be explored. Therefore, we overexpressed BCAT1 in HuR KO clones of PC3 and DU145 cells (Fig. 6A). The inhibition of CRPC cell proliferation, colony formation, migration, and invasion induced by HuR deficiency was reversed by BCAT1 overexpression (Fig. 6B–D). In addition, a tumour xenograft model was generated in nude mice by subcutaneously injecting the indicated cells to verify whether these in vitro findings were relevant to PCa tumour growth in vivo. Consistent results were obtained from the tumour xenograft model, and BCAT1 overexpression in HuR KO1 cells significantly accelerated the growth of the xenograft tumours compared to the growth of the xenograft tumours derived from HuR KO1 cells without BCAT1 overexpression (Fig. 6E). The size and weight of the tumour xenografts derived from HuR KO1 cells overexpressing BCAT1 were significantly increased compared with those of tumour xenografts derived from HuR KO1 cells without BCAT1 at three weeks (Fig. 6F). The fluorescent orthotopic tumour xenograft model revealed that BCAT1 overexpression in HuR KO1 cells markedly increased the size of the xenograft tumours and metastatic lesions compared to those in mice inoculated with HuR KO1 cells without BCAT1 overexpression (Fig. 6G). Our data suggest that BCAT1 largely mediates the effect of HuR on CRPC.

**Fig. 6:**
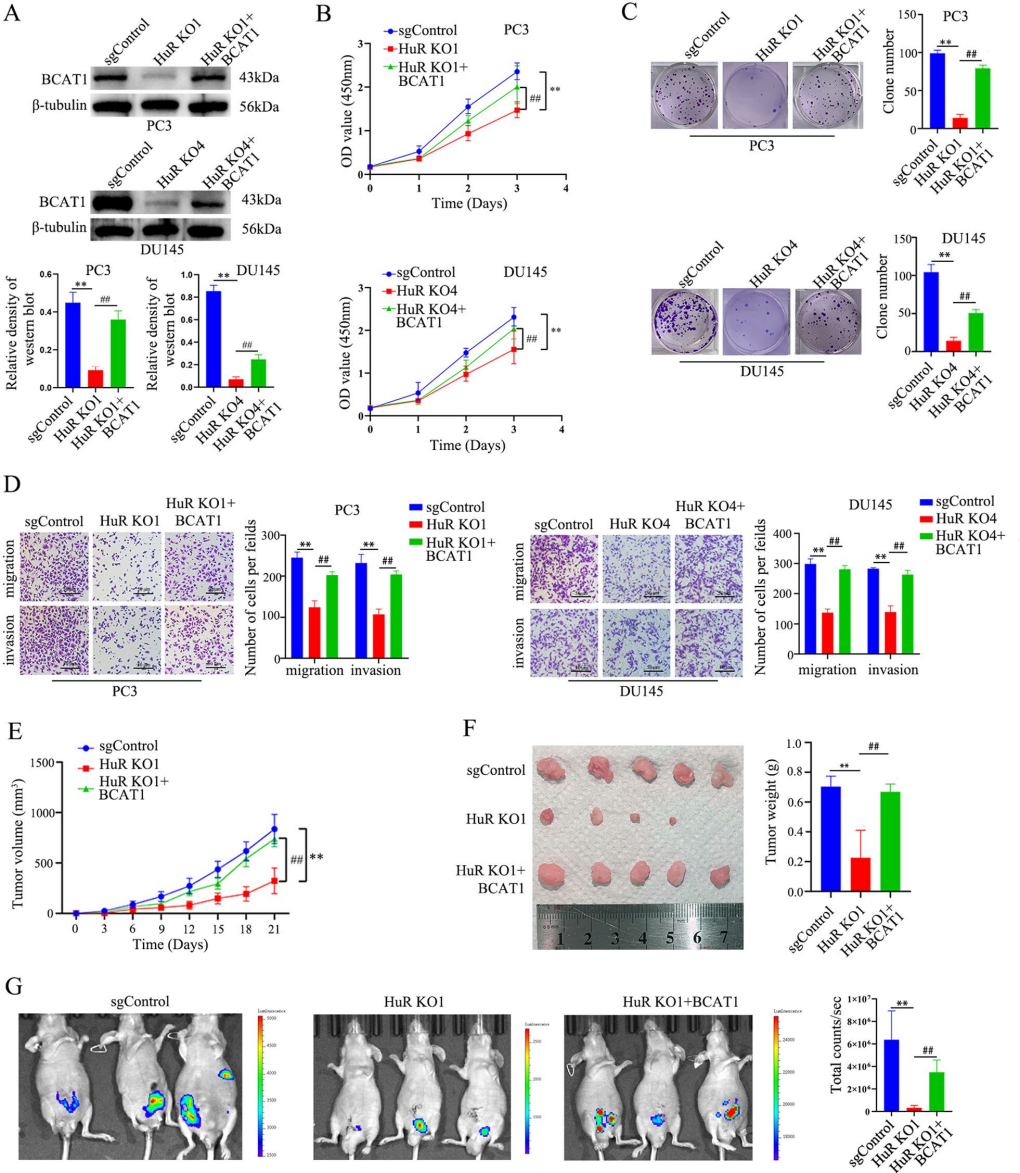
BCAT1 mediates the oncogenic effect of HuR in CRPC cells. **A** The protein expression levels of BCAT1 in HuR KO PC3 and DU145 cells with or without BCAT1 rescue were measured by western blotting. The lower show the expression intensity normalized to that of β-tubulin. **B** The proliferation of HuR KO cells with or without BCAT1 rescue was measured by a CCK-8 assay. **C** Clonogenic ability was determined in HuR KO cells with or without BCAT1 rescue. The right show the number of clones. **D** The migration and invasion of HuR KO cells with BCAT1 rescue were determined by transwell assays. The right show the quantitation of invasive and migrated cells. **E** The volume of tumour xenografts in nude mice inoculated with HuR KO1 PC3 cells harbouring rescued BCAT1 expression compared with that of mice inoculated with vehicle control HuR KO1 cells (n = 5). **F** The size (left) and weight (right) of tumour xenografts were measured on the 21st day after inoculation (n = 5). **G** In vivo images showing increased tumour xenografts and metastatic lesions in nude mice that were orthotopically inoculated with PC3 HuR KO1 cells bearing rescued BCAT1 expression compared to those inoculated with vehicle control HuR KO1 cells at 21 days (n = 3). The right panel shows the quantitative fluorescence intensity of tumour lesions in each type of nude mouse. sgControl cells served as a negative control. *p* values are shown for each comparison (^**^p < 0.01, ^##^*p* < 0.01)

### The BCAT1-induced aggressive behaviors of CRPC cells are dependent on the activation of ERK5 signalling

Previous studies have confirmed that BCAT1 is the key enzyme that catalyses branched-chain amino acid metabolism and produces different branched-chain keto acids and glutamate [30]. Glutamate levels directly correlate with the Gleason score and aggressiveness of PCa, and inhibiting glutamate release or blocking GRM1 decreases the growth, migration, and invasion of PCa cells [31]. Therefore, we overexpressed BCAT1 in PC3 and DU145 cells and examined intracellular glutamate concentrations and major downstream signalling pathways of GRM1. The results showed that BCAT1 overexpression significantly increased the intracellular concentration of glutamate (Fig. 7A). Previous studies have shown that GRM1 is mostly related to the activation of the MAPK signalling pathway [32, 33], and we examined the expression of key proteins in the MAPK signalling pathway. As shown in Fig. 7B, BCAT1 overexpression in PC3 and DU145 cells did not significantly affect the total protein or phosphorylation levels of ERK1/2, p38, or JNK but did increase the phosphorylation level of ERK5. We also observed similar results when PC3 and DU145 cells were treated with glutamate (10 μM) for 24 h (Fig. 7C). These results indicated that BCAT1 overexpression activated the GRM1/ERK5 signalling pathway in CRPC cells. To further confirm that BCAT1 activated the ERK5 signalling pathway, cells overexpressing BCAT1 were treated with the GRM1-specific inhibitor JNJ16259685 (80 μM). We found that incubation with JNJ16259685 not only abrogated the phosphorylation of ERK5 in PC3 and DU145 cells overexpressing BCAT1 (Fig. 7D) but also inhibited the BCAT1 overexpression-induced proliferation, colony formation, migration, and invasion of PC3 and DU145 cells (Fig. 7E–G). Moreover, the GRM1 inhibitor JNJ16259685 abrogated the effect of BCAT1 overexpression on the phosphorylation of ERK5 in HuR-deficient PC3 and DU145 cells (Fig. 7H). These results suggest that HuR controls the malignant behaviors of CRPC cells via BCAT1/ERK5 signalling.

**Fig. 7:**
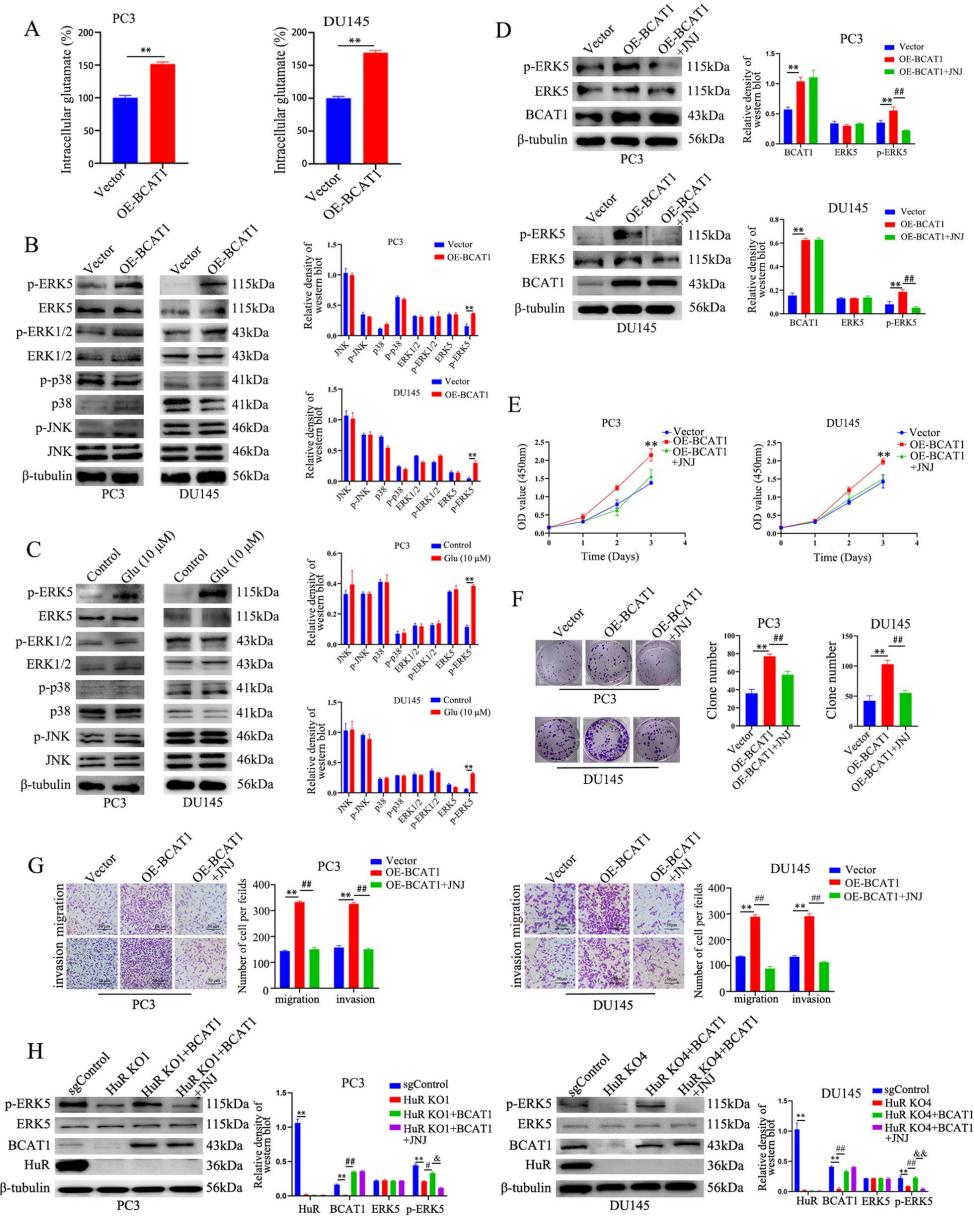
BCAT1-induced aggressive behaviors of CRPC cells are dependent on the activation of ERK5 signalling. **A** Intracellular glutamate levels were determined in BCAT1-overexpressing PC3 and DU145 cells. **B** The protein expression levels of ERK5, p-ERK5, ERK1/2, p-ERK1/2, p38, p-p38, JNK, and p-JNK in BCAT1-overexpressing PC3 and DU145 cells were determined by western blotting. The expression intensity was normalized to that of β-tubulin (right). **C** PC3 and DU145 cells were treated with 10 μM glutamate for 24 h, after which the protein expression levels were analysed by western blotting. The expression intensity was normalized to that of β-tubulin (right panel). **D** BCAT1-overexpressing cells were treated with JNJ16259685 (80 μM) for 24 h, after which the protein expression levels were analysed by western blotting. The expression intensity was normalized to that of β-tubulin (right panel). **E–G** BCAT1-overexpressing cells were treated with JNJ16259685 (80 μM) for 24 h, after which proliferation (**E**), colony formation (**F**), migration, and invasion (**G**) were measured. The right show the quantitative results. **H** Representative immunoblots of HuR, BCAT1, ERK5, and p-ERK5 in HuR KO1 PC3 and HuR KO4 DU145 cells with or without BCAT1 overexpression and incubation with JNJ16259685 (80 μM) for 24 h (left). The right show the expression intensity normalized to that of β-tubulin. *p* values are shown for each comparison (^**^p < 0.01, ^#^*p* < 0.05, ^##^*p* < 0.01, ^&^*p* < 0.05, ^&&^*p* < 0.01)

### KH-3 inhibits BCAT1 expression and attenuates CRPC cell progression in vitro and in vivo

A previous study demonstrated that KH-3 is a HuR-mRNA interaction inhibitor that could suppress the growth of breast cancer [18] and pancreatic cancer [19]. To further confirm whether KH-3 can bind to endogenous HuR and disrupt the interaction between HuR and *BCAT1* mRNA in PCa, we performed CETSA and RIP assays. Compared with the DMSO control, KH-3 (10 μM) treatment induced thermal stabilization of HuR, suggesting that KH-3 binds directly to HuR in PC3 cells (Additional file 1: Fig. S3). The immunoprecipitation results showed that *BCAT1* mRNA was significantly enriched by the HuR antibody compared to IgG, confirming that BCAT1 mRNA was a direct target of HuR in PC3 and DU145 cells. KH-3 clearly disrupted the interaction between HuR and *BCAT1* mRNA (Fig. 8A).

**Fig. 8:**
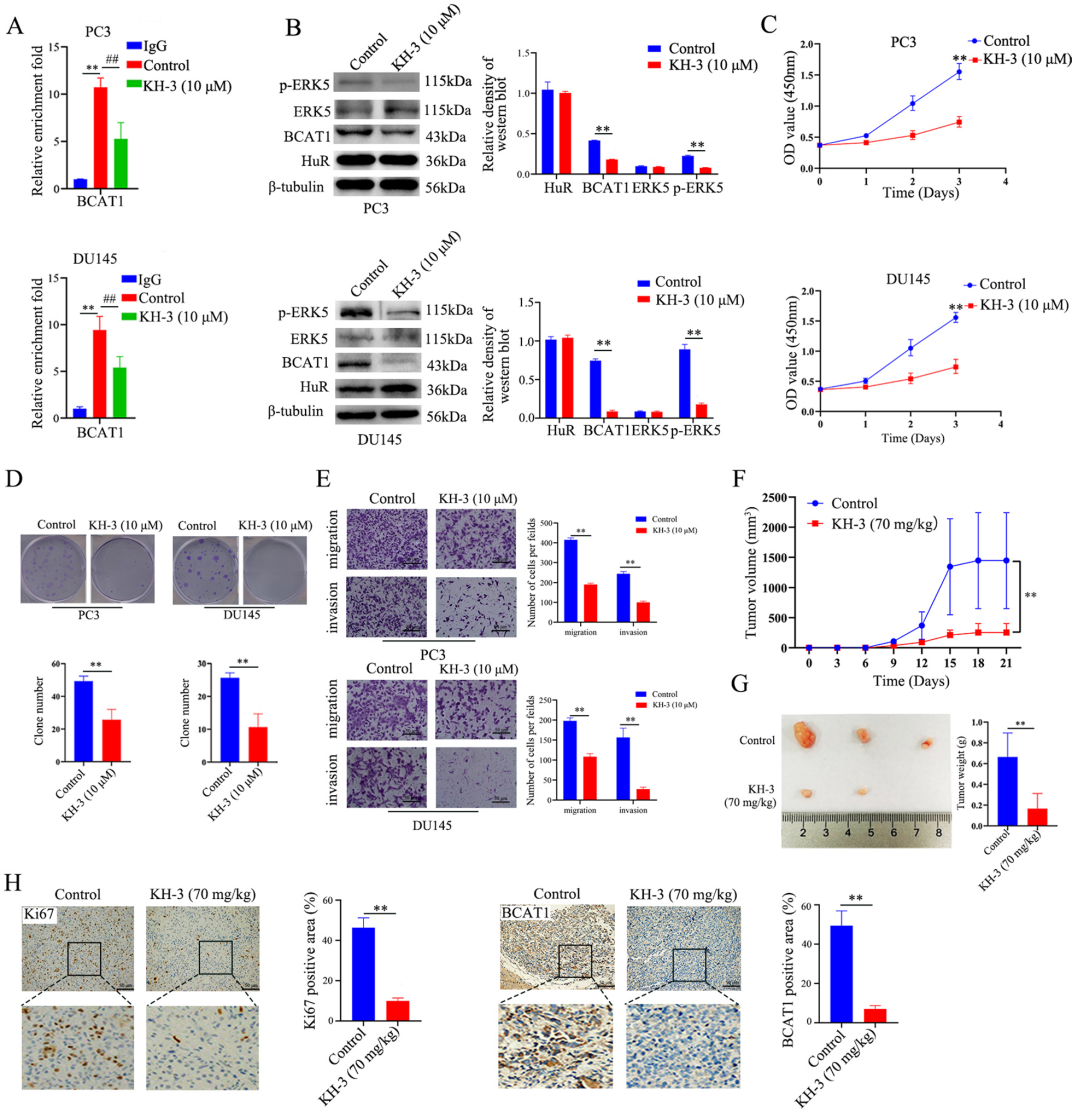
KH-3 inhibits BCAT1 expression and attenuates CRPC cell progression in vitro and in vivo*.* **A** RIP qRT-PCR analysis showed that the binding of HuR to *BCAT1* mRNA was affected by KH-3 (10 μM) in PC3 and DU145 cells. Isotype IgG was used as a negative control for the HuR antibody. **B** Representative immunoblots showing ERK5, p-ERK5, HuR, and BCAT1 expression in PC3 and DU145 cells incubated with KH-3 (10 μM) for 24 h (left). The right show the expression intensity normalized to that of β-tubulin. **C**–**E** PC3 and DU145 cells were treated with KH-3 (10 μM) as above, after which proliferation (**C**), colony formation (**D**), migration, and invasion (**E**) were measured. The right show the quantitative results. **F** The volume of tumour xenografts in nude mice inoculated with PC3 cells an intraperitoneally injected with 70 mg/kg KH-3 twice per week starting from the first day after tumours grew to an approximate diameter of 4 mm and continuing to the third week (n = 3). **G** After 21 days, the mice were sacrificed, and the size (left panel) and weight (right panel) of the tumour xenografts in nude mice were measured (n = 3). **H** Representative immunostaining (scale bar: 50 μm) of Ki67 and BCAT1 expression in tumour xenografts in nude mice inoculated with PC3 cells and treated with KH-3 at 21 days. The dashed square outlines the higher magnification image. The right show the percentages of Ki67- and BCAT1-positive areas (brown) (n = 3). *p* values are shown for each comparison (^**^p < 0.01, ^##^*p* < 0.01)

We therefore investigated the effects of KH-3 on the BCAT1/ERK5 pathway and on the biological characteristics of CRPC cells. As shown in Fig. 8B, treatment of PC3 and DU145 cells with KH-3 in vitro markedly decreased BCAT1 expression and the phosphorylation of ERK5. Furthermore, proliferation, colony formation, migration, and invasion were inhibited after KH-3 treatment, similar to the effect of HuR deficiency (Fig. 8C–E). To assess the therapeutic effects of KH-3, we examined its cytotoxicity against prostate cancer cell lines and human normal prostatic epithelial cells. KH-3 was highly cytotoxic to PC3 and DU145 cells with an IC_50_ less than 10 µM, while the cytotoxicity of KH-3 against RWPE-1 cells was much lower, as indicated by an IC_50_ greater than 33.7 µM (Additional file 1: Fig. S4). Nude mice inoculated with PC3 cells were treated with 70 mg/kg KH-3 twice per week beginning on the first day after the tumours had grown to approximately 4 mm in diameter. The results showed that KH-3 significantly slowed tumour growth and reduced the volume and size of xenograft tumours (Fig. 8F, G). In addition, immunohistochemical staining confirmed that the administration of KH-3 reduced Ki67 and BCAT1 expression in tumour xenografts derived from PC3 cells (Fig. 8H). These studies demonstrated that functional inhibition of HuR by KH-3 attenuated BCAT1 expression and suppressed CRPC progression in vitro and in vivo, similar to the effects observed after HuR knockout.

## Discussion

Despite the previous success of ADT and new antiandrogen therapy, most patients with CRPC ultimately develop resistance to this treatment [3, 4], and patient prognosis dramatically deteriorates [2]. To determine the molecular mechanism of CRPC occurrence, various pharmaceuticals have been developed to fight this disease. However, none of them completely eradicates this disease. Docetaxel, which is a tubulin inhibitor, has been proven to be effective in treating CRPC; however, chemoresistance and adverse side effects limit further survival of CRPC patients [34]. Novel androgen synthesis and androgen receptor inhibitors, such as abiraterone and enzalutamide, significantly improve the prognosis of CRPC patients, but androgen receptor mutations limit their long-term efficacy [3, 4]. Poly (ADP-ribose) polymerase inhibitors, such as olaparib and niraparib, have been approved for use in CRPC treatment by the FDA and EMA, but these agents are limited to CRPC patients bearing mutations in genes involved in homologous recombination repair [5, 35]. Hence, there is a great unmet medical need for CRPC treatment due to a lack of effective and nonselective therapeutic targets.

Although previous studies shown that HuR plays a carcinogenic role in a variety of tumours [14, 36], the function and underlying mechanisms of HuR in CRPC are unclear. In this study, we demonstrated that knocking out HuR in CRPC cell lines not only inhibited cell proliferation, migration, and invasion in vitro but also attenuated the malignant progression of PC3 cells in vivo*.* These results suggest that HuR may serve as a promising therapeutic target for inhibiting CRPC progression. Mechanistically, RNA-seq and bioinformatics analyses of HuR KO cells indicated that *BCAT1* mRNA was a target of HuR. Immunoblotting and staining verified that overexpression of HuR was followed by the upregulation of BCAT1 expression in CRPC cell lines and clinical CRPC tissues, and genetic modification further confirmed that HuR knockout decreased BCAT1 expression in CRPC cells and tumour xenografts. Furthermore, knockout of HuR significantly shortened the half-life of BCAT1 in CRPC cells, suggesting that BCAT1 lost stability and was quickly decomposed in the absence of HuR. RIP assays proved that the HuR antibody could enrich* BCAT1* mRNA, while knockout of HuR reduced the precipitation of *BCAT1* mRNA. These data confirm that BCAT1 is a direct target gene of HuR. Moreover, functional inhibition of HuR with KH-3 could disrupt the interaction between HuR and *BCAT1* mRNA, thereby reducing the expression of BCAT1. One of the mechanisms by which HuR promotes tumour progression is by binding to the 3′-UTR of an oncogene and promoting its expression. Therefore, the positive regulation of BCAT1 by HuR likely results from the binding of HuR to the 3′-UTR of *BCAT1* mRNA. However, the specific binding sites of HuR in the BCAT1 3′-UTR need further study.

Alterations in gene expression that drive metabolic reprogramming are key features of cancer cells in response to increased stress and energy requirements. These alterations help cancer cells proliferate and survive in unfavourable environments [37–39]. BCAT1 is an enzyme that transfers the amine group on branched-chain amino acids to alpha-ketoglutarate, thereby producing glutamate [30]. Since the role of BCAT1 overexpression in glioma development was reported in 2013 [40], BCAT1 has received increasing attention as a prognostic tumour marker and an attractive target for cancer therapy in many types of tumours [27]. Studies have indicated that BCAT1 overexpression is positively correlated with cancer progression and poor outcomes [27]. Inhibiting BCAT1 in a human primary glioblastoma cell line produced smaller tumours in mice [41]. Similarly, subcutaneous transplantation of BCAT1-deficient non-small lung cancer (NSCLC) cells into mice resulted in impaired xenograft tumour formation [42]. In this study, we showed for the first time that BCAT1 was a novel factor driving CRPC by affecting proliferation, colony formation, migration, and invasion in PC3 and DU145 cells. Moreover, the carcinogenic effect of BCAT1 on CRPC was further confirmed by tumour xenografts derived from PC3 cells overexpressing BCAT1. We also found that BCAT1 overexpression ameliorated the inhibition of malignant activity in HuR-knockout CRPC cells. These results are consistent with the finding that BCAT1 overexpression induces drug resistance, proliferation, migration, and invasion in cancer cells [42–44]. Overall, the HuR-BCAT1 axis is an important mechanism driving CRPC progression, and the effects of HuR on CRPC are at least partially dependent on BCAT1.

Previous studies confirmed that BCAT1 is involved in many pathways to regulate downstream factors during tumour progression [45]. BCAT1 promotes cell proliferation by controlling the expression of the cell cycle inhibitor p27Kip1 and is required for hormone-independent breast tumour proliferation; silencing of BCAT1 leads to a massive reduction in tumour volume in an orthotopic triple-negative xenograft model [46]. In this study, we demonstrated that BCAT1 overexpression increased the concentration of glutamate, the ligand for GRM1, and activated ERK5 phosphorylation through GRM1. Treatment with the GRM1 inhibitor JNJ16259685 resulted in the dephosphorylation of ERK5 and a decrease in the proliferation, colony formation and invasion of BCAT1-overexpressing PC3 cells, indicating that the role of BCAT1 in promoting CRPC cell progression depended on glutamate-induced GRM1/ERK5 signalling activation. In addition, knockout of HuR resulted in the downregulation of BCAT1 and phosphorylation of ERK5, while BCAT1 overexpression rescued the phosphorylation of ERK5 in HuR-deficient cells, suggesting that ERK5 is regulated by the HuR-BCAT1 axis. Considering that BCAT1 overexpression increased glutamate levels and glutamate-induced GRM1/ERK5 signalling activation, so glutamate is the link connecting the HuR-BCAT1 axis, metabolic effects and ERK5. Furthermore, the protumorigenic activity of HuR was mediated by BCAT1, and BCAT1-induced CRPC cell progression was dependent on glutamate-induced GRM1/ERK5 signalling activation. Thus, these results demonstrate that the protumorigenic activity of HuR on CRPC cells is dependent on BCAT1-induced and glutamate-mediated ERK5 metabolic signalling. Theoretically, when BCAT1 catalyses the catabolism of BCAAs to produce glutamate, the production of branched-chain keto acids will also increase. However, the role of branched-chain keto acids catalysed by BCAT1 in CRPC was not examined in this study and needs to be studied further.

As a novel synthetic small molecule inhibitor of HuR, KH-3 has been shown to suppress the progression of breast cancer and pancreatic cancer [18, 19]. However, the anticancer effect of KH-3 on PCa and the underlying mechanism are still unclear. In this study, we revealed for the first time that KH-3 did not affect HuR expression but inhibited the enrichment of *BCAT1* mRNA by interfering with HuR-mRNA interactions. Moreover, our investigation clearly showed the therapeutic potential of KH-3 in CRPC in vitro and in vivo, which is closely related to a decrease in BCAT1 expression and ERK5 activation, which is consistent with the idea that suppressing BCAT1 can inhibit tumour development [42–44]. However, our experiments did not validate the dose-dependent effects of KH-3 on tumorigenicity in preclinical xenograft models, which requires further testing. A recent study showed that KH-3 and docetaxel combination therapy synergistically inhibited cell proliferation and tumour growth in breast cancer [47], but the effect of this combination on CRPC needs to be further evaluated.

In summary, our study is the first to identify HuR as a potential tumour promoter that accelerates CRPC progression by post-transcriptionally upregulating BCAT1 and activating ERK5 signalling in CRPC cells. HuR deficiency or pharmacologically targeting HuR is a promising approach for attenuating CRPC progression by suppressing BCAT1 expression and subsequent ERK5 signalling, indicating that the HuR/BCAT1/ERK5 axis plays a critical role in the progression of CRPC and may serve as a potential novel target for CRPC therapy.

### Supplementary Information

**Additional file 1: Figure S1.** HuR is positive correlated with the malignant progression of CRPC. Expression level of HuR in prostate cancer tissues base on Gleason scores searched in TCGA database. **Figure S2.** Knockout HuR by CRISPR-Cas9 in PC3 and DU145. **A** Knockout HuR in PC3 and DU145 cells by CRISPR-Cas9 technique and the expression of HuR in the clones of PC3 and DU145 cells was determined by qRT-PCR. **B** Western blots analyzed the protein levels of HuR in eight clones of PC3 and four clones of DU145 cells. The two clones numbered 2 and 25 in PC3 are defined as HuR KO1 and HuR KO2. The two clones numbered 3 and 8 in PC3 are defined as HuR KO3 and HuR KO4. **Figure S3.** The intracellular binding efficiency of KH3 to HuR. **A** PC3 cells incubated with or without KH-3 (10 μM) for 1 h were subjected to CETSA assay. The expression of HuR proteins were detected at different temperatures. β-tubulin was used as an internal control. **B** CETSA curves of the relative band intensity at the indicated temperature was calculated based on the band intensity at 42 °C. Representative western blot results from one experiment. **Figure S4.** Dose–response curves with IC_50_ values for KH-3. **A** The IC_50_ values for RWPE-1 cells generated from MTT assay following exposure to KH-3 for 24 h. **B** The IC_50_ values for PC3 cells generated from MTT assay following exposure to KH-3 for 24 h. **C** The IC_50_ values for DU145 cells generated from MTT assay following exposure to KH-3 for 24 h. **Table S1.** Primer list for qPCR. **Table S2.** Antibody used in this study.

## Data Availability

RNA-seq data are deposited at Gene Expression Omnibus (Accession number: GSE254851). Other data generated or analysed during this study are included in this published article and its supplementary information files or available from the corresponding author upon reasonable request.

## Abbreviations

CRPC: Castration resistant prostate cancer
HuR: Human antigen R
BCAT1: Branched-chain amino transferases 1
PCa: Prostate cancer
ADT: Androgen deprivation therapy
PARP: Poly (ADP-ribose) polymerase 1
HSPC: Hormone sensitive prostate cancer
BCAA: Branched chain amino acids
GRM1: Glutamate metabotropic receptor 1
ERK5: Extracellular signal regulated kinase 5

# Supplementary material for: HuR promotes castration-resistant prostate cancer progression by altering ERK5 activation via posttranscriptional regulation of BCAT1
**Source:** J Transl Med. 2024 Feb 18;22:178. doi: 10.1186/s12967-024-04970-w
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. HuR is positive correlated with the malignant progression of CRPC. Expression level of HuR in prostate cancer tissues base on Gleason scores searched in TCGA database. Figure S2. Knockout HuR by CRISPR-Cas9 in PC3 and DU145. A Knockout HuR in PC3 and DU145 cells by CRISPR-Cas9 technique and the expression of HuR in the clones of PC3 and DU145 cells was determined by qRT-PCR. B Western blots analyzed the protein levels of HuR in eight clones of PC3 and four clones of DU145 cells. The two clones numbered 2 and 25 in PC3 are defined as HuR KO1 and HuR KO2. The two clones numbered 3 and 8 in PC3 are defined as HuR KO3 and HuR KO4. Figure S3. The intracellular binding efficiency of KH3 to HuR. A PC3 cells incubated with or without KH-3 (10 μM) for 1 h were subjected to CETSA assay. The expression of HuR proteins were detected at different temperatures. β-tubulin was used as an internal control. B CETSA curves of the relative band intensity at the indicated temperature was calculated based on the band intensity at 42 °C. Representative western blot results from one experiment. Figure S4. Dose–response curves with IC50 values for KH-3. A The IC50 values for RWPE-1 cells generated from MTT assay following exposure to KH-3 for 24 h. B The IC50 values for PC3 cells generated from MTT assay following exposure to KH-3 for 24 h. C The IC50 values for DU145 cells generated from MTT assay following exposure to KH-3 for 24 h. Table S1. Primer list for qPCR. Table S2. Antibody used in this study.

**Additional file 1**

**Materials and methods**

**Construction of stable knockout and overexpressed cells**

The HuR lentiviral sgRNA or control sgRNA was co-transfected into 293T cells with the packaging plasmids pMD2.G and psPAX2 (AddGene, USA) [1,2]. Lentiviral particles were collected to infect PC3 and DU145 and then cells were selected with 2 µg/mL puromycin (Biosharp, China) to obtain stable cell lines. Single clones were generated by limiting dilution. Knockout of HuR expression was verified by qRT-PCR and western blotting. BCAT1 overexpression were performed in naïve and HuR knockout PC3 and DU145 cells by lentiviral transduction. Recombinant lentiviral vectors carrying human *BCAT1* gene were constructed by Siwega Biotechnology Co., Ltd (Siwega, China). The detailed description appears in the online supplementary materials and methods.

**Western blotting**

Total protein (20 μg) from each sample was electrophoresed on 12% sodium dodecyl sulfate–polyacrylamide gel electrophoresis gels. After being transferred to polyvinylidene fluoride (Pierce, USA), protein samples were incubated with the primary antibodies at 4 °C overnight. Antibodies used in this study were listed in Supplementary Table S2. Blots were incubated with the appropriate horseradish peroxidase-conjugated secondary antibodies (Abcam, US) and the membranes were developed with SuperSignal™ chemiluminescence reagent (Pierce, USA) according to the manufacturer’s protocol. Protein expression levels were normalized against β-Tubulin. Band optical density was quantified using NIH Image J.

**Generation of fluorescence labeled PC3 cells**

To construct recombinant LentiV carrying exogenous genes, the firefly luciferase genes were cloned from plasmid pGL3-Basic (Promega, USA) with primer pairs Luc-F/R, respectively. The fragments were provided with a translation initiation (Kozak) sequence and flanked on either side with an Age I restriction site. The PCR products were purified with a gel extraction kit and cloned into the Lentivirus vector, using the Age I site. The resulting plasmids were named LentiV-Luci vector. The LentiV-Luci plasmids were used with virus packaging helper plasmid Helper 1.0 and Helper 2.0 to generate LentiV-Luci virus. After detection of the obtained LentiV-Luci viruses, PC3 cells and PC3 cells with HuR knockout and BCAT1 overexpression were infected with LentiV-Luci (MOI=120) for tumor imaging experiments *in* *vivo*.

**Tumor xenografts**

A suspension of PC3 cells with or without HuR knockout and BCAT1 overexpression (5 × 10^5^ cells in PBS 1:1 mixed with Matrigel) was subcutaneously injected into the right flank of 6-week-old male nude mice from the Center of Experimental Animals (Army Medical University, China). To test the effect of HuR-mRNA interaction inhibitor on tumor growth, KH-3 was intraperitoneal injected to the mice inoculated with vehicle control PC3 cells at 70 mg/kg twice a week from the first day after tumors grew to an approximate diameter of 4 mm. The formation and growth of implanted tumors were measured in volumes every 3 days and monitored for 3 weeks. The mice were then sacrificed, and the xenograft tumors were dissected and subjected to immunohistochemistry staining. The experimental protocols were approved by the Animal Care and Use Committee of Army Medical University.

***In vivo* tumor imaging**

The fluorescent orthotopic tumor xenografts were generated by injection of fluorescent PC3 cells with or without HuR knockout and BCAT1 overexpression into the prostate of 6-week-old male nude mice from the Center of Experimental Animals (Army Medical University, China). Mice bearing orthotopic tumor xenografts received anesthesia with 1.5% isoflurane and were analyzed by in *vivo* tumor imaging using an *in vivo* fluorescence imaging system (PerkinElmer, USA) after 21 days of inoculation. The experimental protocols were approved by the Animal Care and Use Committee of Army Medical University.

**Bone destruction evaluation**

Each 1×10^6^ of PC3 cells with or without HuR knockout were first suspended in 20 μL Hank's balanced salt solution. After general anaesthesia induced by 3% isoflurane inhalation and maintained by 2% isoflurane inhalation, 1×10^6^ of cells were injected into the tibia plateau of 6-week-old male nude mice (Army Medical University, China). The mice were sacrificed by placing them into a CO_2_ box for euthanasia five weeks later. The tibias were collected to receive micro-CT scan (Materialise, Belgium) and haematoxylin-eosin (H&E) staining. The bone lesions were evaluated by the trabecular numbers (Tb.N), thickness (Tb.Th), separation (Tb.Sp) and percent trabecular area (BV /TV=Tb.N×Tb.Th/10) as well as structure model index (SMI) which were calculated by the micro-CT scan carried software (Materialise, Belgium). The experimental protocols were approved by the Animal Care and Use Committee of Army Medical University.

**Immunohistochemistry staining**

After deparaffinization and rehydration through graded solutions of ethanol/water, antigen sites in sections were retrieved by boiling in 0.1M citrate buffer (pH 6.0) for 10 min. Slides were then treated with 3% hydrogen peroxide to inactivate endogenous peroxidase. Following incubation in phosphate-buffered saline containing 10% species-appropriate normal serum for 1h at room temperature to block non-specific binding, sections were incubated with primary antibodies, overnight at 4 °C in a humidified chamber using isotype-matched IgG as negative controls. The bound antibodies were detected using biotinylated secondary antibodies and incubated with HRP-Streptavidin (Abcam, US) at 37 °C for 20 min. After washing, specific expression was visualized using a yellow diaminobenzidine reagent kit (Abcam, US) according to the manufacturer’s instructions, and specimens were counterstained with hematoxylin. For quantitative comparison, the ratios of positively stained areas to total traced areas were determined and expressed as percentage on high-power (×200) images using colour segmentation in Image-Pro Plus by an independent pathologist blinded to the experimental design.

**Cell cytotoxicity assay**

The cells were seeded in 96-well culture plates (5,000 cells/well) and treated with serially diluted test compounds in triplicate. After 24 h, the medium was removed, MTT reagent (Beyotime, China) was added to each well, and the plates were incubated at 37 °C for 1 h. The absorbance was measured with a plate reader at 450 nm. The IC_50_, which is the concentration that causes 50% growth inhibition, was calculated by sigmoid curve fitting using GraphPad Prism 8.0.

**References**

1. Sanjana NE, Shalem O, Zhang F. Improved vectors and genome-wide libraries for CRISPR screening. Nat Methods. 2014;11(8):783-4.

2. Shalem O, Sanjana NE, Hartenian E, Shi X, Scott DA, Mikkelson T, et al. Genome-scale CRISPR-Cas9 knockout screening in human cells. Science. 2014;343(6166):84-7.

**Figures and tables**

**
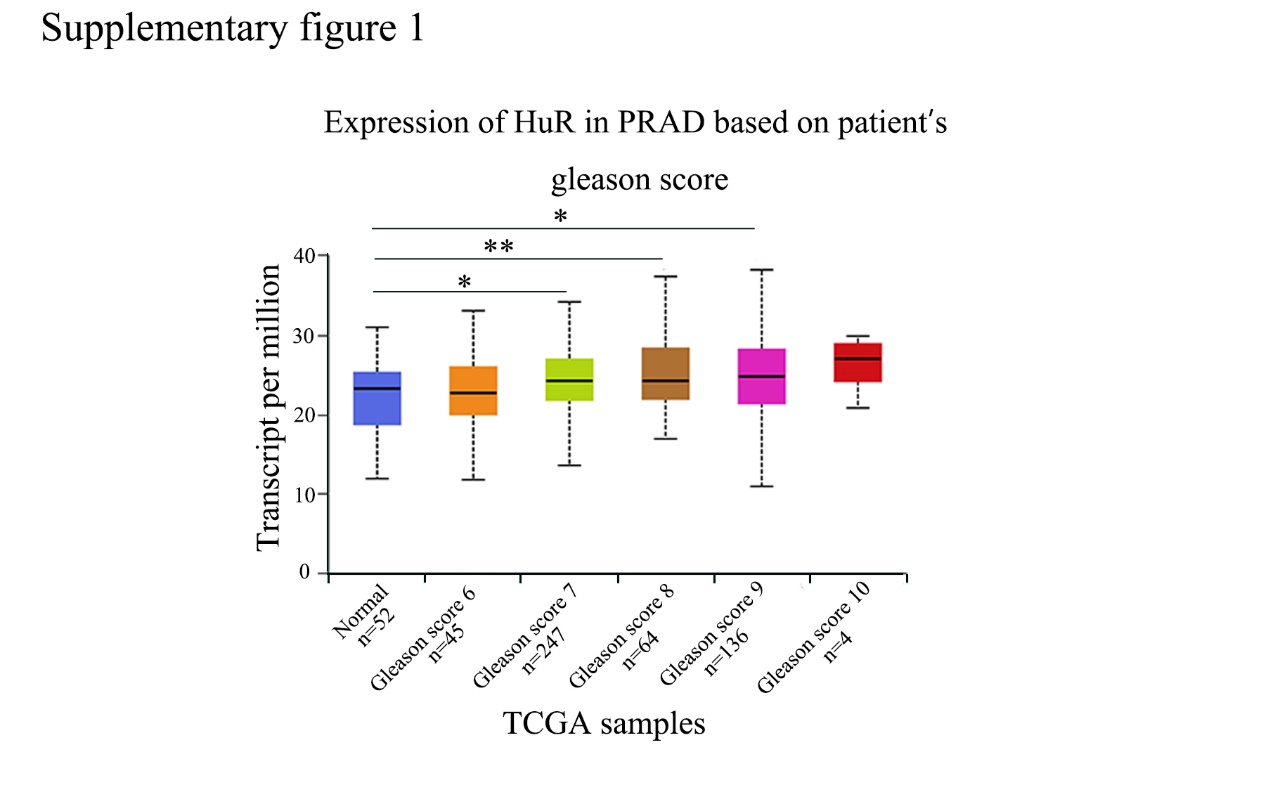
**

**Fig. S1 HuR is positive correlated with the malignant progression of CRPC**

Expression level of HuR in prostate cancer tissues base on Gleason scores searched in TCGA database.

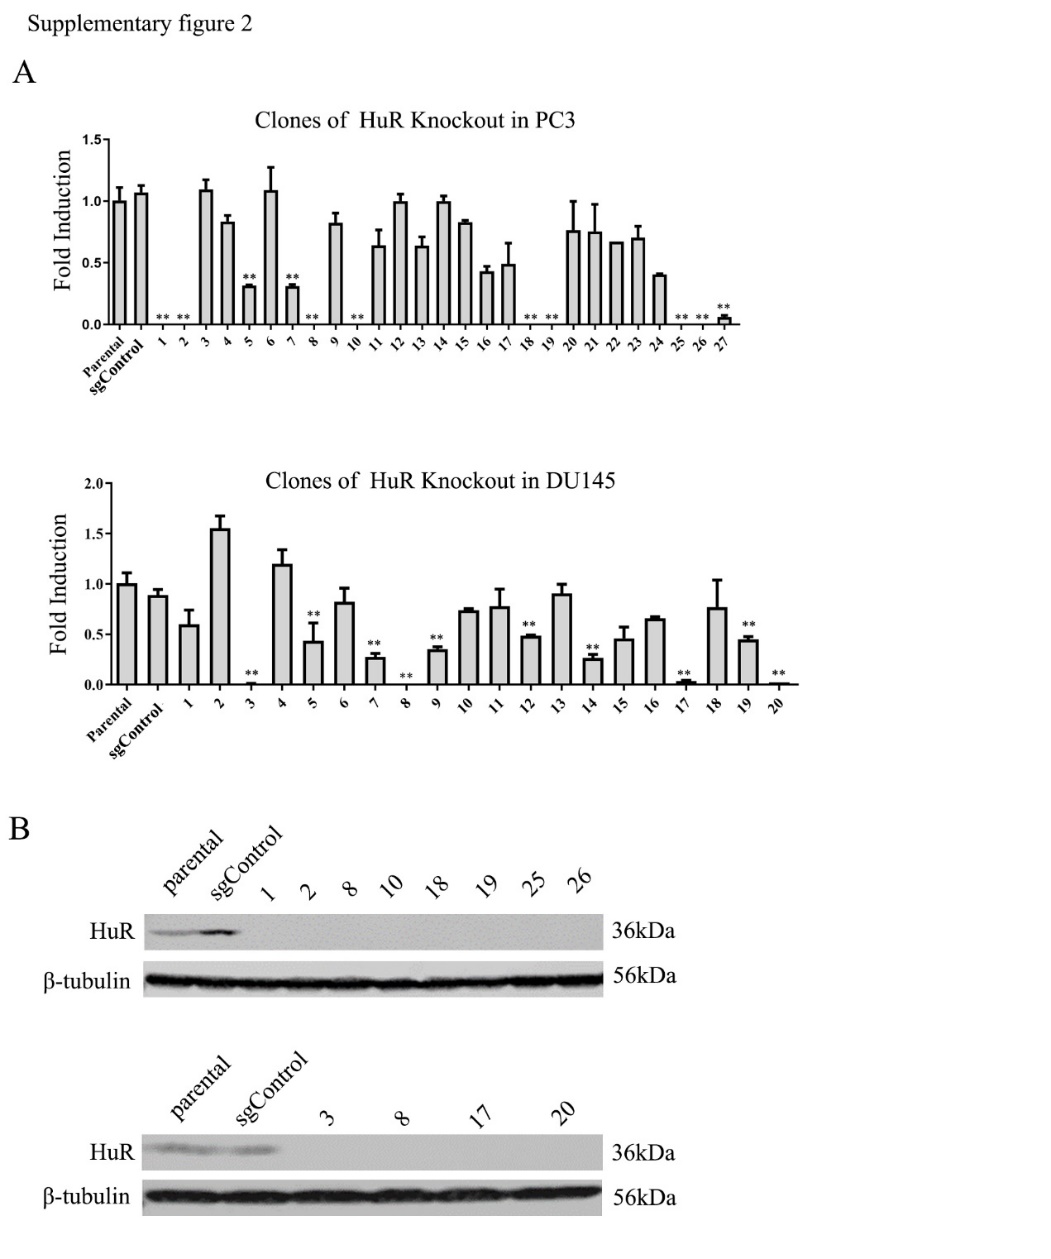

**Fig. S2** **Knockout HuR by CRISPR-Cas9 in PC3 and DU145**

(A) Knockout HuR in PC3 and DU145 cells by CRISPR-Cas9 technique and the expression of HuR in the clones of PC3 and DU145 cells was determined by qRT-PCR. (B) Western blots analyzed the protein levels of HuR in eight clones of PC3 and four clones of DU145 cells. The two clones numbered 2 and 25 in PC3 are defined as HuR KO1 and HuR KO2. The two clones numbered 3 and 8 in PC3 are defined as HuR KO3 and HuR KO4.

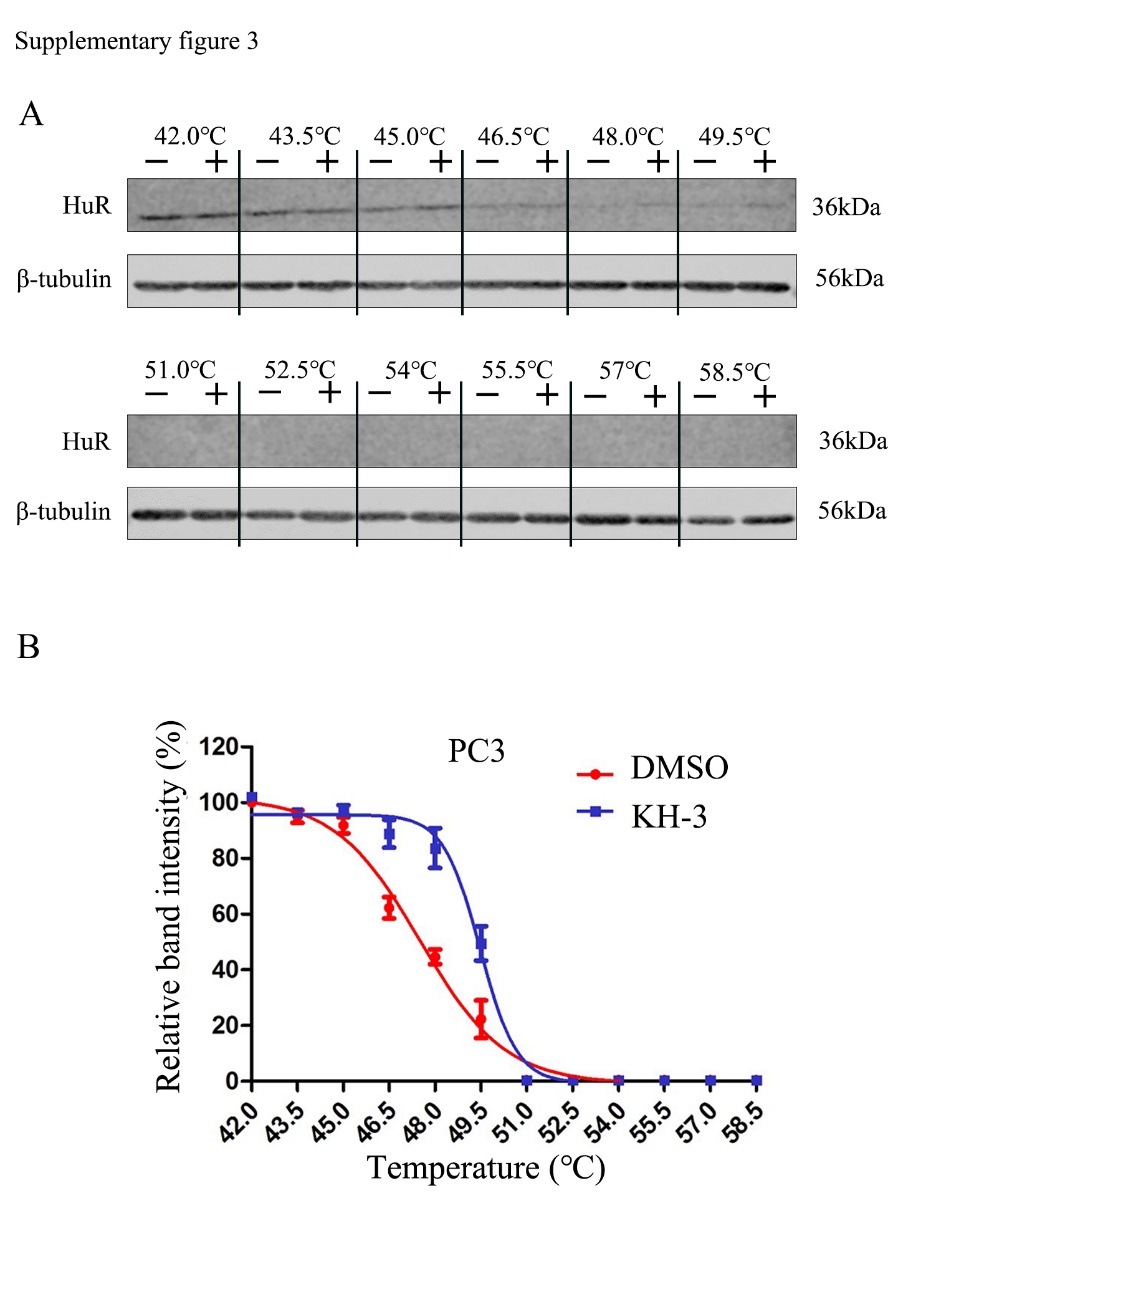

**Fig. S3** **The intracellular binding efficiency of KH3 to HuR**

**(A)** PC3 cells incubated with or without KH-3 (10 μM) for 1 h were subjected to CETSA assay. The expression of HuR proteins were detected at different temperatures. β-tubulin was used as an internal control. **(B)** CETSA curves of the relative band intensity at the indicated temperature was calculated based on the band intensity at 42 °C. Representative western blot results from one experiment.

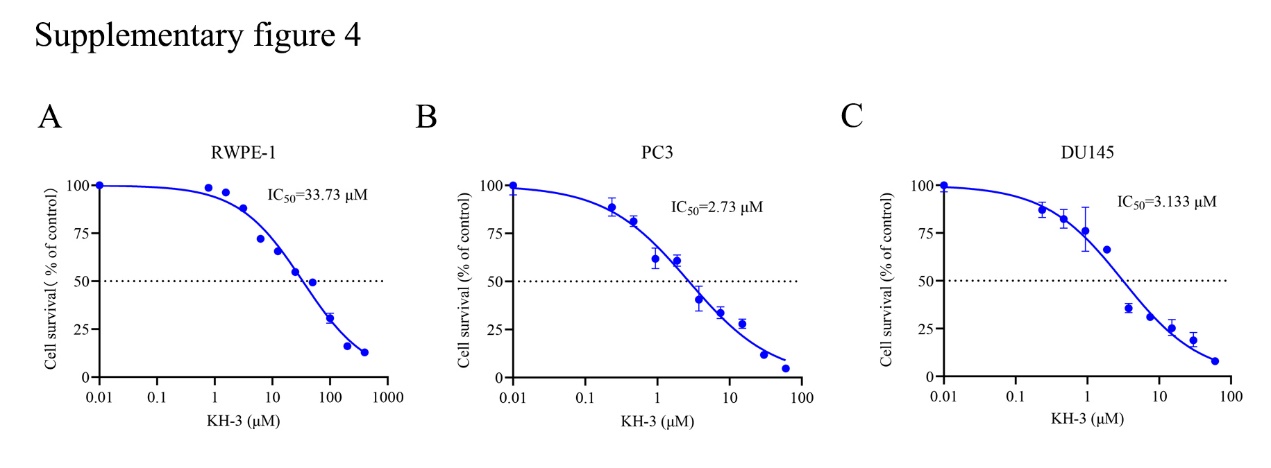

**Fig. S4 Dose-response curves with IC_50_ values for KH-3**

(A)The IC_50_ values for RWPE-1 cells generated from MTT assay following exposure to KH-3 for 24 h. (B) The IC_50_ values for PC3 cells generated from MTT assay following exposure to KH-3 for 24 h.(C) The IC_50_ values for DU145 cells generated from MTT assay following exposure to KH-3 for 24 h.

**Table S1. Primer list for qPCR**

| **Targets** | **Forward primers (5'-3')** | **Reverse primers (5'-3')** |
| --- | --- | --- |
| **GAPDH** | CAGGAGGCATTGCTGATGAT | GAAGGCTGGGGCTCATTT |
| **BCAT1** | TGTCTCAAGGTTTCTGGTCA | GGTGTGGTTTCTGGTCTTTC |
| **NNMT** | TCAGCCAACATTCCTTAGC | GCACCATCATTCTTCTCGT |
| **PIGT** | AAGGACGAGAGAAAAGCAC | CACACAAAGGGGAAGACC |
| **MTHFD2L** | CCAGAAGGAACAGTGGTTTGGC | ACTGTCCTCTGGGCTTGGTGTT |
| **PLA2G4A** | CAGAAAAGTGGGCTAAAATGA | CAGAACAAAGTGGATGATGG |
| **HuR** | ACCAGGCATTGAAAAGACA | AGGAAGGCTGCGAAAAG |

**Table S2. Antibody used in this study**

| **Source** | **Primary antibodies** | **Catalog no.** | **Working dilution** |
| --- | --- | --- | --- |
| **Santa Cruz** | Mouse anti-HuR | sc-5261 | WB,1:1000 IHC,1:500 IP,5μg |
| **Proteintech** | Rabbit anti-BCAT1 | 13640-1-AP | WB,1:1000 IHC,1:500 |
| **Proteintech** | Rabbit anti-ki67 | 28074-1-AP | IHC,1:500 |
| **ZEN-BIOSCIENCE** | Rabbit anti-JNK | R22866 | WB,1:1000 |
| **ZEN-BIOSCIENCE** | Rabbit anti-Phospho-JNK | 381100 | WB,1:1000 |
| **ZEN-BIOSCIENCE** | Rabbit anti-p38 | R25239 | WB,1:1000 |
| **ZEN-BIOSCIENCE** | Rabbit anti-Phospho-p38 | 310091 | WB,1:1000 |
| **ZEN-BIOSCIENCE** | Mouse anti-beta Tubulin | T200608 | WB,1:5000 |
| **Abcam** | Rabbit anti-ERK1/2 | ab184699 | WB,1:1000 |
| **Abcam** | Rabbit anti-Phospho-ERK1/2 | ab201015 | WB,1:1000 |
| **Bioss** | Rabbit anti-ERK5 | bsm-52069R | WB,1:1000 |
| **Bioss**  **ZEN-BIOSCIENCE**  **ZEN-BIOSCIENCE** | Rabbit anti-phospho-ERK5  Anti-Rabbit IgG  Anti-Rabbit IgM | bs-5484R  511203  550110 | WB,1:1000  WB,1:5000  IHC,1:500  WB,1:5000  IHC,1:500 |

How the deposited data were processed for this re-analysis (not part of the article)

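RNA sequencing of PC3 and DU145 prostate cancer cells was analysed in 4 groups of 3 libraries: PC3 sgControl, PC3 HuR KO1, DU145 sgControl and DU145 HuR KO4. Each HuR KO group is 1 clone. The libraries were assigned to the groups by the column names, the sample labels and points of the paper's Fig. 3A whose direction the tables match. The qRT-PCR, protein and other measurements of the paper were not analysed here, and the qRT-PCR of Fig. 3D was only read by eye for direction.

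The authors made the deposited expression values with fastp and RSEM on GRCh38.p13, according to the submitters' notes, which give no versions. The deposited values name no unit and were read as FPKM, because the libraries sum to between 144506 and 171366 and because between 39.6% and 44.9% of the low values of genes with 1 transcript lie within 0.05 of 1 to 4 steps of a single fragment. The authors also deposited a fold change of HuR KO over sgControl for each gene, whose formula is not stated. The p-value and q-value columns are those of the authors, and the paper's text does not name the test behind them. These fold changes, p-values and q-values were used only in the comparison with the paper.

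Each table holds 47251 genes, of which 43281 have a symbol in the names table and 43662 are in the GENCODE transcripts used for lengths and 3' UTRs. The copy of the reference may differ in build from that of the authors. Counts of reads were not used here, so the depth is known only from the steps between low values. In units of 1000000 fragments it ranges from 7.04 in the shallowest library (DU145 HuR KO4) to 18.3 in the deepest (DU145 sgControl).

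The plan made before the data were examined assumed counts, and its written fallback for other units was used. The values were taken as log2(FPKM + 1), with a pseudocount of 1, and compared within each line by limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean, robust estimation off and no further scaling. Genes at 1 FPKM or more in at least 3 of the 6 libraries were tested. This filter was set once the values had been seen, with the number of genes called under 3 filters already known. The p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Fold counts used a log2 fold change of at least 1 in size, since the paper's fold change of −1 or less was read as log2. Differences between the lines in the knockout effect were tested as an interaction in limma over the 9478 genes tested in both. On simulated data with 100 genes moved by each size, the test called 62% of the genes moved by 1 on the log2 scale and 84% of those moved by 2 in PC3, and 57% and 77% in DU145, with 12 of the genes left alone called in each line. The moved genes all had a mean above 5 FPKM on the log2 scale, and the noise was normal, without drops in single libraries. The shares do not cover the 412 of 821 calls in PC3 and 202 of 330 in DU145 with a mean under 5 FPKM.

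A set of 40 gene lists, 12 of them metabolic, was fixed before the data were examined. They were written from textbook knowledge and partly from the KEGG terms that the paper's Fig. 3B names. Lists with at least 5 tested genes were tested with camera, with a preset correlation of 0.01 between genes and with an estimated correlation, and with fry. Overlaps and enrichments used two-sided Fisher's exact tests against the tested genes. Figures and tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

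The genes named in the text follow a rule fixed before the data were examined. It takes every gene that the paper names for this experiment or whose product it measures in these lines, the 10 largest increases and 10 largest decreases per line among genes past the threshold whose groups do not overlap and whose higher mean is at least 5 FPKM, the 10 largest in both lines, up to 10 with opposite directions, and up to 4 members of each list described. The floor of 5 FPKM replaced one in counts. Genes outside the rule are said to be so where they are named, and some genes within it are not reported here.

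The alternatives were other pseudocounts and filters, all 12 libraries in 1 fit, the replicate number as a block, other thresholds, each library left out in turn, other splits of the libraries and, added after seeing the data, quantile and median scaling, robust limma, the sequencing label as a term in DU145, for the fold counts a pseudocount of 0.1 and all 12 libraries in 1 fit, and a ratio of means without a filter. DESeq2, voom and other scalings of counts were planned and not used, because they need counts.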

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

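The tests on the library labelled sgControl 3, on drops in single libraries, on the sequencing label, on the scaling and on values that jump were chosen after the results were seen, and those on other splits of the libraries before.

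NF-kB targets and inflammatory cytokines stand out because the knockout effect differed between the lines. Over the genes tested in both, the log2 fold change in PC3 HuR KO1 minus that in DU145 HuR KO4 had a median of 1.50 (adjusted p = 5.14e-16 from camera, adjusted p = 0.0153 with an estimated correlation), with 6.43 for IL6, 5.08 for CXCL8 and 4.91 for ICAM1. A sequencing difference in DU145 as the whole cause is argued against by the median of −0.97 in HuR KO4 against sgControl 3, which carries the same label. The authors' scaling is argued against by quantile normalization, after which the list's smaller absolute median over the lines was 0.70, still with opposite signs. A response to HuR that depends on the line, and a difference between single clones, may each account for it and were not tested, and ELAVL1 itself did not pass the test in DU145.

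ELAVL1 in the DU145 library labelled sgControl 3 was 8.70 FPKM, below every library labelled HuR KO4. A mislabelled knockout library is argued against by the 179 genes that part the other DU145 controls from HuR KO4, over which the median position of sgControl 3 was 0.0298, where 0 is the other controls and 1 is HuR KO4. A drop of single values may account for it, since in 9.01% of the DU145 genes with a mean of 10 to 40 FPKM 1 of the 3 controls was under 0.5 times both others, against 6.84% to 8.15% in the other groups. With sgControl 3 left out, the log2 fold change of ELAVL1 was −0.49 and did not pass (adjusted p = 0.181 from limma, in a range of 0.142 to 0.989 over its alternatives). No biological explanation was tested.

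Some genes, such as ZCCHC3 and EIF4EBP2, are high in 3 libraries and low in the other 3, by a gap of at least 4 times in a gene that reaches 10 FPKM. In PC3, 44 such genes follow the groups, against 3.44 predicted from the splits across them. In DU145, 13 follow the groups against 4.56 predicted, a ratio of 2.85. The splits across the groups thus predict 7.83% of these genes in PC3 and 35.0% in DU145, so for a single gene of this kind in DU145 the knockout and a jump of its value cannot be told apart. The test set a floor under low values that its prediction did not name.

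The paper's text counts downregulated genes, and 370 genes were higher in PC3 HuR KO1 and 116 in DU145 HuR KO4. Of the 10 splits of the 6 libraries of a line, only 1, the real one, gave as many changed genes (821 against at most 18 in PC3, 330 against at most 32 in DU145) or lists (15 against 7 and 13 against 9), and 10 splits are too few for a share under 0.05.

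The knockout effect differed between the lines for 634 genes, against at most 162 in the other pairs of 100 split pairs. In both lines 66 genes changed, against at most 2. Every other pair mixes the groups of a line or of both, and mixed groups call few genes. The pairs show that the real groups call more genes than mixed ones. They cannot tell whether chance explains the overlap of, or the difference between, real effects in the lines. ELAVL1 RNA did not pass the test in DU145. HuR protein, which the paper measured in its HuR KO clones, was not analysed here. Whether the effect in DU145 is one of HuR loss therefore stays open here. Exchanging the groups in DU145 alone tests the sum of the effects in place of their difference and gave 718 genes, which was noticed after a first run and left out of those pairs. Of 35 lists, 14 differed between the lines, 10 of them larger in PC3 and 4 smaller, and 6 did with an estimated correlation.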

How the results depend on the processing

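Quantile and median scaling, the sequencing label as a term, robust limma, the pseudocount of 0.1 and the 12 libraries in 1 fit for the fold counts, and the ratio of means without a filter were chosen after seeing the data. The planned RLE scaling, DESeq2 and voom were not run. No called gene changed direction under a setting that tested it, although the block, the filters and robust limma leave each fold change as it was. In PC3, 217 of 821 calls passed with the replicate number as a block. In DU145, 47 of 330 did, and 88 with the sequencing label as a term. Pairing was looked for in the deviations of the libraries from their group means, not in the expression levels themselves. In PC3, the deviations of libraries with the same replicate number correlated at 0.0378 to 0.0594, above the highest correlation with another number (−0.0254 to −0.00972). In DU145 these deviations correlated at −0.0496 to 0.0163 for the same number, where the highest with another number was 0.00484 to 0.0641. All of these correlations are weak, so whether the replicate numbers pair the libraries stays open. Of the calls of genes that the rule takes or the text names, 68 of 126 in PC3 and 42 of 77 in DU145 passed without each library in turn. With quantile and median scaling, 50.2% and 52.6% of the PC3 calls were higher, against 45.1%, and 34.2% and 29.2% of the DU145 calls, against 35.2%. The depth, 7.04 at the lowest in units of 1000000 fragments, limits what low values show.

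For the results that changed, the cause was not tested, except that stricter thresholds call fewer by construction. PC3 higher and lower genes were 165 and 216 with the stricter filter (mean of at least 5 FPKM), 151 and 66 with the block, 190 and 121 at an adjusted p under 0.01, 201 and 102 with a log2 fold change of at least 1 as well, and 218 and 115 at an unadjusted p under 0.01 with that fold, and 717 were lower with all 12 libraries in 1 fit. DU145 higher and lower genes were 30 and 58, 7 and 45, 24 and 110, and 44 and 138 under the first 4 of these, 408 and 449 with all 12, and 75 and 80 with the label as a term. Higher genes were 62 at the unadjusted p with the fold, and lower genes 355 without a filter. Genes at a log2 fold change of −1 or less were, in PC3 and DU145, 472 and 465 with a pseudocount of 0.1, 128 and 120 with the stricter filter, 431 and 401 by the ratio of means, 3109 and 4100 by that ratio without a filter, 115 and 158 at an unadjusted p under 0.01, and 102 and 138 at an adjusted p under 0.05. Those at 1 or more were 526 and 375, 196 and 97, 4082 and 2859, and 201 and 44 for the pseudocount, the stricter filter, the unfiltered ratio and the adjusted p. In DU145 they were also 379 with the label, 312 by the filtered ratio, and 62 and 92 at an unadjusted p under 0.01 and 0.05. Genes lower in both lines, higher in both and opposite were 1, 1 and 14 (stricter filter), 55, 39 and 123 (all 12), 2, 1 and 3 (block), 4, 3 and 20 (label), 5, 1 and 16 (adjusted p under 0.01) and 8, 3 and 27 (with the fold). At the unadjusted p with the fold, 8 were lower and 3 higher in both, and without a filter 21 were lower in both. The correlation of the fold changes across genes, which are not independent replicates, was 0.0155, and −0.0230 without a filter, −0.00110 with the stricter one and −0.0173 with all 12. The interaction gave 1578, 297 and 260 genes without a filter, with the stricter one and with the block. With an estimated correlation camera put 0 lists past the threshold in each line, with 7 and 3 at an unadjusted p under 0.05 and 20 and 12 by fry. The metabolic odds ratio in PC3 was 1.47 at a log2 fold change of −1 or less and 2.24 with an unadjusted p under 0.01 too. ELAVL1 in DU145 turned to 0.76 with the label as a term, and to 0.14 and 0.12 without sgControl 1 and 2 (−0.49 to 0.14 over the libraries left out).

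Without each library in turn, PC3 higher genes ranged from 234 to 395 and lower from 192 to 358, DU145 higher from 46 to 75 and lower from 131 to 197, lower in both lines from 7 to 11, higher in both from 2 to 9, opposite from 25 to 35, the interaction from 425 to 614 and the correlation from −0.0169 to 0.0531. Lists past the test ranged from 13 to 18 in PC3 and 9 to 12 in DU145, genes at −1 or less from 253 to 271 and 269 to 308, and genes at 1 or more from 334 to 367 and 183 to 253.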

Differences from the paper's values

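The paper reports 888 downregulated genes in PC3 HuR KO1 and 887 in DU145 HuR KO4, and 229 and 245 genes had a log2 fold change of −1 or less here. The paper's text states no p threshold for this count and gives fold changes of −1 or less, read here as log2. Its Fig. 3A draws lines at a log2 fold change of 1 and an unadjusted p of 0.01. With an unadjusted p under 0.01 from limma as well, 115 and 158 genes were found here. None of the 15 alternatives per line comes within 1.5 times of the paper's value. They were set before the data were examined, with filters written in counts that were adapted to FPKM afterwards, and have a range of 102 to 431 genes in PC3 and 120 to 401 in DU145. The authors' deposited fold change gives 361 and 383 genes at 0.5 or less over all genes, and 314 and 344 over the genes tested here. Chosen after the values were seen, a pseudocount of 0.1 gave 472 and 465 genes, and the ratio of means without a filter 3109 and 4100.

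The paper describes the HuR KO clones as deficient in HuR transcript and protein (Fig. S2), of which the protein was not analysed here, and ELAVL1 in DU145 had a log2 fold change of −0.08 here (adjusted p = 0.929 from limma). The authors' deposited log2 fold changes are −1.95 in PC3, where −2.07 was found here, and −0.21 in DU145.

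The paper lists 5 metabolic genes as differentially expressed in both lines. All 5 were lower at an adjusted p under 0.05 in PC3 here, and PLA2G4A and NNMT were in DU145. BCAT1 in DU145 passed with all 12 libraries in 1 fit (adjusted p = 0.0265 from limma, in a range up to 0.171 over its alternatives) and with quantile normalization (adjusted p = 0.0498), which was chosen after the values were seen. PIGT in DU145 passed with all 12 libraries (adjusted p = 0.0141 from limma, in a range up to 0.426 over its alternatives), and MTHFD2L passed under no setting that was run. The authors' deposited values for BCAT1 are a log2 fold change of −2.01 (p = 0.00774) in PC3 and −0.81 (p = 0.0372) in DU145, with q-values of 0.241 and 0.410. Over all genes, 0 in PC3 and 3 in DU145 have a deposited q under 0.05. PIGT and MTHFD2L do not reach a log2 fold change of −1 in either line with the pseudocount of 1 or in the deposited columns, and with a pseudocount of 0.1 MTHFD2L in PC3 reaches −1.11.

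As read by eye from Fig. 3D, the paper's qRT-PCR shows PLA2G4A and MTHFD2L higher in PC3 HuR KO1. The paper's text gives no direction for them, and the qRT-PCR values were not analysed here. Both were lower here, with log2 fold changes of −1.60 and −0.56, while BCAT1 was lower by qRT-PCR and here. The paper finds the metabolic pathway enriched, and here the odds ratio of metabolic genes among those lower at an adjusted p under 0.05 was 2.27 in PC3 and 1.19 in DU145, from written lists in place of KEGG. The lists drew on the KEGG terms of Fig. 3B and hold the genes that the paper picked, so they are not an independent test. At a log2 fold change of −1 or less, the odds ratio in PC3 was 1.47 (interval 0.618 to 2.99, Fisher's exact test, p = 0.275). In DU145 it was 1.03 (interval 0.372 to 2.32, p = 0.832 from the same exact test). These ratios rest on 8 and 6 metabolic genes among 229 and 245 genes, where the paper counts 888 and 887. With so few genes and such wide intervals, they cannot decide whether the paper's KEGG enrichment holds at its fold criterion.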

Other observations

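In PC3 HuR KO1 cells, 3 of 16 tested genes on the hypoxia list were higher (EPAS1 and HIF1A, which encode hypoxia-inducible factors, and their target NDRG1) and none was lower (5 and 0 when adjusted over the list alone, adjusted p = 0.00759 from camera, adjusted p = 0.268 with an estimated correlation). HIF1A rose from 28.8 ± 6.65 to 68.5 ± 3.28 FPKM (SD, n = 3 libraries each), though not without HuR KO1 1 (adjusted p = 0.0524 from limma). Of 11 mesenchymal genes, 4 (FN1, AXL, SNAI2 and CYR61) were higher and 1, CDH2, named after its values were seen, was lower (6 and 1 when adjusted over the list alone, adjusted p = 0.00707 from camera, adjusted p = 0.220 with an estimated correlation). FN1, which encodes fibronectin, rose from 74.8 ± 20.8 to 703 ± 57.2 FPKM, and AXL, a receptor kinase, from 5.42 ± 0.479 to 20.5 ± 2.27 FPKM. CDH2 did not pass without any 1 of the 6 libraries (highest adjusted p 0.125 from limma). SNAI2 did not pass without any HuR KO1 library (highest adjusted p 0.0665 from limma), and NDRG1 without any library but sgControl 3 (0.0834). Of 5 genes of basal prostate epithelium, LAMB3, ITGB4 and TP63 were higher and DST was lower (3 and 1 when adjusted over the list alone, adjusted p = 0.00724 from camera, adjusted p = 0.242 with an estimated correlation). TP63, a transcription factor of basal cells, rose from 0.315 ± 0.162 to 3.83 ± 1.62 FPKM. Of 67 ribosomal protein genes, 2 were lower, among them RPS2, which did not pass without any 1 of the 6 libraries (adjusted p up to 0.124 from limma), and the list was lower (0 when adjusted over the list alone, adjusted p = 0.0144 from camera, adjusted p = 0.697 with an estimated correlation). Of 16 genes of the ERK5 cascade and its targets, 2 (SGK1 and KLF4) were higher and 1, KLF2, was lower (3 and 1 when adjusted over the list alone). The list did not pass (adjusted p = 0.547 from camera, adjusted p = 0.655 with an estimated correlation), with a median of −0.04, a mean of 0.11 and a positive direction in the test. KLF2, a transcription factor downstream of ERK5, fell from 11.2 ± 0.735 to 5.58 ± 0.584 FPKM, and the log2 fold changes of SGK1 and KLF4 were 1.19 and 1.24. SGK1 did not pass without sgControl 3 or any HuR KO1 library (highest adjusted p 0.103 from limma), nor KLF4 without sgControl 1 or 3 or HuR KO1 3 (0.0601). With the replicate number as a block, 10 of the genes named in PC3 here did not pass (HIF1A, NDRG1, SNAI2, CDH2, TP63, DST, RPS2, KLF2, SGK1 and KLF4, adjusted p from 0.0501 to 0.156 from limma), and NDRG1 did not with all 12 libraries in 1 fit. The amino acid starvation response did not pass (adjusted p = 0.648 from camera), with a median of −0.03, a mean of 0.22 and a positive direction in the test. Reported HuR target mRNAs did not pass (adjusted p = 0.0593 from camera), with a median of −0.04 and a mean of 0.35, and the genes of G2 and M phase, with a median of 0.01 and a mean of −0.03, did not (adjusted p = 0.812 from camera).

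In DU145 HuR KO4 cells, the list of matrix proteases was lower (adjusted p = 0.00323 from camera, adjusted p = 0.369 with an estimated correlation), as were genes of the hypoxia list (adjusted p = 0.00714, and 0.407), mesenchymal genes (adjusted p = 0.0479, and 0.369), TGF-beta targets (adjusted p = 0.0425, and 0.369) and ER chaperones (adjusted p = 0.0437, and 0.407). Few of their genes passed limma's test over all genes. Of 15 proteases, 2 (MMP1 and CTSL) were lower and none was higher (4 and 2 when adjusted over the list alone). Of 17 hypoxia genes, LOX was lower and none was higher (1 and 0 when adjusted over the list alone). Of 12 mesenchymal genes, LOX was lower and VIM was higher (4 and 1 when adjusted over the list alone), and of 22 TGF-beta targets, LTBP1 was lower and none was higher (3 and 0 when adjusted over the list alone). Of 20 ER chaperones none passed (5 lower and 1 higher at an unadjusted p under 0.05 from limma, 3 and 0 when adjusted over the list alone). MMP1 did not pass without sgControl 3 or any HuR KO4 library (highest adjusted p 0.0926 from limma), CTSL without any but HuR KO4 3 (0.0704), nor VIM without any 1 of the 6 (0.125), and the calls of these 3 ended with the sequencing label as a term. The medians of the 5 lists against sgControl 3 were −0.38, −0.21, −0.30, −0.31 and −0.19. With the sequencing label as a term the list of ER chaperones did not pass (adjusted p = 0.306 from camera), and with quantile normalization neither it (adjusted p = 0.0762) nor TGF-beta targets (adjusted p = 0.0605) nor mesenchymal genes (adjusted p = 0.0908) did. LOX, which crosslinks collagen, fell from 4.23 ± 0.814 to 0.476 ± 0.189 FPKM (SD, n = 3 libraries each, −1.71 against sgControl 3), although its call ended with the sequencing label as a term. LTBP1, which binds latent TGF-beta, fell from 2.26 ± 0.205 to 0.133 ± 0.0434 FPKM (−1.42 against sgControl 3). Of 67 ribosomal protein genes, none was higher and 1, RPL29, was lower by limma (0 and 1 when adjusted over the list alone, 8 and 1 at an unadjusted p under 0.05). They were higher as a list (adjusted p = 0.0437 from camera, adjusted p = 0.789 with an estimated correlation), with a median of 0.10 and of 0.19 against sgControl 3, while RPL29 fell from 103 ± 4.81 to 45.7 ± 4.99 FPKM (−1.11 against sgControl 3). YAP1, the coactivator of the Hippo pathway, rose from 9.33 ± 0.733 to 21.2 ± 2.59 FPKM (1.15 against sgControl 3). The calls of RPL29 and YAP1 ended with the sequencing label as a term. With the replicate number as a block those of LOX, MMP1, CTSL, VIM, RPL29 and YAP1 ended (adjusted p from 0.0625 to 0.174 from limma), and that of RPL29 with all 12 libraries in 1 fit (0.294).

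The following genes, which the paper names or whose products it measures, did not pass the test from limma. MKI67 was 64.8 ± 9.79 and 42.9 ± 2.66 FPKM in PC3 sgControl and HuR KO1 (adjusted p = 0.0534 from limma), with a log2 fold change of 0.06 in DU145. MAPK7, which encodes ERK5, was 7.67 ± 1.20 and 5.99 ± 0.260 FPKM in PC3 (adjusted p = 0.207 from limma), with −0.14 in DU145. The log2 fold changes in PC3 and DU145 were −0.22 and 0.15 for MAPK3, −0.68 and −0.53 for MAPK14, −0.14 and 0.28 for MAPK8, 0.83 and −0.39 for CDKN1B, −0.35 and −0.24 for GAPDH, and −0.09 and −0.87 for TUBB. Of the other tested genes of p38 and JNK kinases, MAPK11 passed in PC3 alone and MAPK9 in DU145 alone. MAPK11 fell from 11.4 ± 0.180 to 5.74 ± 1.34 FPKM in PC3 (SD, n = 3 libraries each), though not without any library but HuR KO1 3 (highest adjusted p 0.0883 from limma). MAPK9 rose from 6.09 ± 0.652 to 10.6 ± 0.532 FPKM in DU145 (0.84 against sgControl 3 on the log2 scale), though not without any library but sgControl 1 (highest adjusted p 0.0997 from limma) and not with the sequencing label as a term (0.107). Neither passed with the replicate number as a block (adjusted p = 0.0943 and 0.165 from limma). Named outside the rule, after its values were seen, CTNNA1 was 37.0 to 50.4 FPKM over the PC3 libraries. PC3 is commonly described as having a deletion in CTNNA1, and the identity of the line was not tested. The groups did not overlap for 33.2% of the genes tested in PC3 and 28.3% in DU145, against 10% by chance.

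The test of AU-rich elements was written before its result was seen. HuR binds such elements, so a loss of mRNAs that hold ATTTA in the 3' UTR might account for the genes lower in the libraries labelled HuR KO. ELAVL1 RNA did not pass the test in DU145, and HuR protein, which the paper measured in its HuR KO clones, was not analysed here. Whether the values in DU145 reflect a loss of HuR therefore stays open here. In PC3 the odds of ATTTA were lower, not higher, in genes lower than in genes higher in HuR KO1 (63.7% against 80.3%, odds ratio 0.428, two-sided Fisher's exact test, p = 3.14e-07), the reverse of what such a loss predicts. Against genes called neither way the odds ratio was 0.663 (p = 9.21e-05 from the same exact test). With genes matched on 3' UTR length and expression the odds ratio was 0.524 against genes higher (p = 0.000961 from the same exact test) and 0.689 against genes called neither way (p = 0.0133). With the longest 3' UTR the latter was 0.756 (p = 0.0670 from the same exact test). The number of ATTTA per kb, against genes higher, gave a ratio of 0.644 (permutation p = 1e-05, the smallest they can give). The PC3 values argue against an excess of ATTTA among the lower genes. They cannot settle whether mRNAs bound by HuR were lost, since 72.5% of the genes called neither way hold an ATTTA. The calls also do not part direct from later effects of the knockout, and the tests take genes as independent. In DU145 the odds ratio was 1.07 (76.7% against 75.5%, Fisher's exact test, p = 0.887) against genes higher and 1.28 against genes called neither way (p = 0.157 from the same exact test). With the longest 3' UTR it was 1.41 against the latter (Fisher's exact test, p = 0.0549), and 1.68 with matched genes (p = 0.0309 from the same exact test), where the principal transcript gave 1.26 (p = 0.366), so in DU145 the explanation stays open. The 3' UTR of BCAT1 has 7986 bases and 25 ATTTA.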
